# *Arabidopsis* HOT3/eIF5B1 constrains rRNA RNAi by facilitating 18S rRNA maturation

**DOI:** 10.1073/pnas.2301081120

**Published:** 2023-04-03

**Authors:** Runlai Hang, Ye Xu, Xufeng Wang, Hao Hu, Nora Flynn, Chenjiang You, Xuemei Chen

**Keywords:** HOT3, eIF5B, rRNA, risiRNA, RDR1

## Abstract

Ribosome biogenesis is essential for protein synthesis in gene expression. Yeast eIF5B has been shown biochemically to facilitate 18S ribosomal RNA (rRNA) 3′ end maturation during late-stage 40S ribosomal subunit assembly and gate the transition from translation initiation to elongation. But the genome-wide effects of eIF5B have not been studied at the single-nucleotide resolution in any organism, and 18S rRNA 3′ end maturation is poorly understood in plants. *Arabidopsis* HOT3/eIF5B1 was found to promote development and heat stress acclimation by translational regulation, but its molecular function remained unknown. Here, we show that HOT3 is a late-stage ribosome biogenesis factor that facilitates 18S rRNA 3′ end processing and is a translation initiation factor that globally impacts the transition from initiation to elongation. By developing and implementing 18S-ENDseq, we revealed previously unknown events in 18S rRNA 3′ end maturation or metabolism. We quantitatively defined processing hotspots and identified adenylation as the prevalent nontemplated RNA addition at the 3′ ends of pre-18S rRNAs. Aberrant 18S rRNA maturation in *hot3* further activated RNA interference to generate RDR1- and DCL2/4-dependent risiRNAs mainly from a 3′ portion of 18S rRNA. We further showed that risiRNAs in *hot3* were predominantly localized in ribosome-free fractions and were not responsible for the 18S rRNA maturation or translation initiation defects in *hot3*. Our study uncovered the molecular function of HOT3/eIF5B1 in 18S rRNA maturation at the late 40S assembly stage and revealed the regulatory crosstalk among ribosome biogenesis, messenger RNA (mRNA) translation initiation, and siRNA biogenesis in plants.

## Significance

Translation initiation is tightly coupled with late-stage ribosome biogenesis in yeast and mammals by eIF5B. However, the global effects of eIF5B at single-nucleotide resolution have not been studied in any organism, and little is known about 18S ribosomal RNA (rRNA) maturation in plants. Here, by developing the quantitative 18S-ENDseq method, we defined the role of *Arabidopsis* HOT3/eIF5B1 in 18S rRNA 3′ end maturation. We uncovered the genome-wide role of HOT3 in gating the transition from translation initiation to elongation. Aberrant 18S rRNA maturation in *hot3* was accompanied by the production of rRNA-derived siRNAs in an RDR1- and DCL2/DCL4-depedent manner. Our findings highlight the regulatory crosstalk among mRNA translation initiation, ribosome biogenesis, and siRNA biogenesis in plants.

Protein synthesis by messenger RNA (mRNA) translation is a key step in gene expression that involves a large number of ribosomes (1, 2). The eukaryotic 80S ribosome comprises a 40S small subunit (SSU) and a 60S large subunit (LSU). The 40S SSU contains one copy of 18S ribosomal RNA (rRNA) and over 33 ribosomal proteins, while the 60S LSU consists of one copy each of 25S/28S, 5.8S, and 5S rRNAs, as well as over 46 ribosomal proteins (1). Ribosome biogenesis is a complex progress coordinated by cellular RNA polymerases including Pol I, Pol II, and Pol III (3, 4). Ribosomal DNA (rDNA) transcription by Pol I in the nucleolus and by Pol III in the nucleoplasm generates primary transcripts, which undergo diverse covalent RNA modifications and dynamic ribosome assembly coupled with pre-rRNA processing with the help of snoRNAs and over 200 ribosome biogenesis factors. Transcribed spacers such as the 5′ external transcribed spacer (ETS), internal transcribed spacer 1 (ITS1), ITS2, and 3′ ETS are removed before the final maturation of 40S and 60S ribosomal subunits in the cytoplasm (*SI Appendix*, Fig. S1*A*) by multiple processing events representing dynamic ribosome assembly described in different species (5–9).

As an energy-consuming process, ribosome biogenesis is tightly surveilled and precisely regulated (10). Defects in pre-rRNA processing, like other aberrant RNA processing/decay events, may trigger RNA interference (RNAi), effectively causing a self-reinforcing cycle of RNA degradation and small interfering RNA (siRNA) production. In *Caenorhabditis elegans*, aberrant rRNA biogenesis is associated with the production of rRNA-derived siRNAs (risiRNAs), which are loaded into Argonaute (AGO) proteins to inhibit Pol I transcription and silence pre-rRNAs via nucleolar RNAi (11–13), thereby maintaining rRNA homeostasis. risiRNA biogenesis is suppressed by a functional PIWI-interacting RNA pathway (14) and by polyuridylation and degradation of rRNA (15) in *C. elegans* and by Trf–Air–Mtr4 polyadenylation complex–mediated nuclear RNA surveillance in *Schizosaccharomyces pombe* (16). In *Arabidopsis thaliana*, aberrant rRNA processing events in *fiery1* (*fry1*) and *xrn2 xrn3* mutants are accompanied by risiRNA biogenesis in an RDR6 (RNA-dependent RNA polymerase 6)- and DCL2 (Dicer-Like2)/DCL4-dependent manner, and the risiRNAs compete with microRNAs (miRNAs) for AGO1 occupancy (17).

Ribosome biogenesis at the late pre-40S assembly stage in the cytoplasm is tightly coordinated with translation initiation to prevent premature interactions between preribosomes and other translational apparatus components to ensure translational accuracy (18). The final cleavage at the D site in pre-18S rRNA by NOB1 [NIN1 (RPN12) binding protein 1 homolog] to release the mature 18S rRNA converts pre-40S particles into functional 40S subunits (*SI Appendix*, Fig. S1*A*) (19, 20), and this step is promoted by translation initiation factor eIF5B/Fun2-dependent quality control in yeast (21–24). In *Arabidopsis* late-stage 40S assembly, the 18S-A2 precursor generated by endonucleolytic cleavage at the A2 site in ITS1 or processed from the 18S-A3 precursor (*SI Appendix*, Fig. S1*A*) is proposed to be trimmed by the exonuclease RRP6L2 (25) before 18S rRNA maturation, probably by AtNOB1-mediated cleavage at the D site in the cytoplasm (8, 26, 27). The 60S-associated ribosome biogenesis factor large 60S subunit nuclear export GTPase 1-2 (LSG1-2) promotes late 40S maturation (28). Consequently, 18S-A2 intermediates (also known as 20S rRNA) accumulate in an *AtNOB1* cosuppression line (27), as well as in loss-of-function mutants such as *lsg1-2*, *lsg1-1−/+ lsg1-2−/−* (28), and *rrpl6l2* (25).

In canonical cap-dependent mRNA translation initiation, the 5′ 7-methylguanosine 5′-triphosphate cap of an mRNA is first recognized by the eIF4F complex, which further recruits other eukaryotic initiation factors (eIFs) to form the preinitiation complex (PIC), which scans the mRNA 5′ untranslated region in the 5′ to 3′ direction to search for the AUG initiation codon (29, 30). Later, eIF5B promotes the transition from translation initiation to elongation (31, 32). It first binds to the PIC and recruits the 60S LSU along with the release of eIFs. Finally, eIF5B-GTP hydrolysis triggers the release of eIF5B-GDP and eIF1A, yielding the functional 80S ribosome competent for translation elongation (21, 33, 34). eIF5B and its prokaryotic counterpart IF2 are one of the two universally conserved initiation factors across Bacteria, Archaea, and Eukarya (21). Research in the past half a century highlighted the importance of eIF5B as a multifunctional initiation factor to coordinate 40S SSU maturation, Met-tRNAi stabilization, 60S LSU recruitment, and ribosome-dependent GTPase activity required for the formation of translation-competent 80S (21). In *Saccharomyces cerevisiae*, knocking out eIF5B led to severely slowed growth (35). Dysfunction of eIF5B in *Drosophila melanogaster* results in lethality at the larval stage (36). In *Arabidopsis thaliana*, HOT3/eIF5B1 is required for both development and heat stress acclimation by translational regulation, as uncovered by polysome profiling and RNA-seq analysis (37). Interestingly, *hot3-2* mutants exhibited a slightly lower ratio of 18S to 25S rRNAs (37). However, much remains enigmatic about the molecular function of HOT3 in ribosome biogenesis and mRNA translation in plants.

Here, we uncovered *Arabidopsis* HOT3 as a late-stage ribosome biogenesis factor that coordinates 18S rRNA 3′ end processing and mRNA translation initiation at the genome-wide scale. Loss of function of HOT3 reduced the abundance of mature 18S rRNA and caused genome-wide ribosomal stalling at the ATG translation start codon. By developing and using 18S-ENDseq, we quantitatively defined pre-18S rRNA processing hotspots in ITS1 and found adenylation as the prevalent nontemplated RNA tailing event at the 3′ ends of pre-18S rRNAs. Aberrant 18S rRNA maturation in *hot3* further activated RNAi to generate risiRNAs mainly from a 3′ portion of 18S rRNA. The biogenesis of risiRNAs in *hot3* requires the RNAi machinery, including RDR1, DCL2, and DCL4. We further showed that risiRNAs in *hot3* were predominantly localized in ribosome-free fractions and were not responsible for the 18S rRNA maturation or translation initiation defects of *hot3*. Collectively, our findings uncovered the molecular function of HOT3 in 18S rRNA maturation at the late 40S assembly stage and revealed the regulatory cross talk among ribosome biogenesis, mRNA translation initiation, and siRNA biogenesis in plants.

## Results

### *HOT3* Is Required for Ribosome Biogenesis in *Arabidopsis*.

To explore the molecular function of *HOT3* in ribosome biogenesis in *Arabidopsis*, we obtained and characterized two T-DNA insertion mutants, *hot3-2* and *hot3-3* (37). RNA sequencing confirmed the sites of T-DNA insertion (37), as evidenced by the lack of reads near the insertion sites (*SI Appendix*, Fig. S2*A*). Both mutants exhibited similar developmental defects (Fig. 1*A*) (37), indicating that both mutations compromised *HOT3* function. RNA sequencing identified a higher number of up-regulated genes than down-regulated genes in the two *hot3* mutants (*SI Appendix*, Fig. S2*B*). Gene ontology analysis for the 1,292 up-regulated genes shared by both alleles revealed translation and ribosome biogenesis as the top two enriched terms (*SI Appendix*, Fig. S2 *C* and *D*). Upregulation of translation- or ribosome-related genes was frequently reported in ribosome biogenesis–related mutants (38, 39). This result indicates that ribosome biogenesis may be affected in *hot3* mutants. Consistent with an earlier report (37), an apparent decrease in the ratio of 18S:25S rRNAs in *hot3* alleles was observed by both methylene blue (MB) staining and bioanalyzer analysis with total RNAs (Fig. 1*B* and *SI Appendix*, Fig. S3). Abnormal morphological phenotypes and the reduced 18S:25S rRNA ratio in *hot3-2* were rescued by genetic complementation with *HOT3*::*HOT3-EYFP* (Fig. 1 *A* and *B* and *SI Appendix*, Fig. S3), suggesting that *HOT3* contributes to 18S rRNA biogenesis. Consistent with the canonical function of eIF5B in cytoplasmic translation (21), HOT3-EYFP was mainly localized in the cytoplasm (Fig. 1*C*), where the final 18S rRNA maturation occurs (26).

**Fig. 1.**
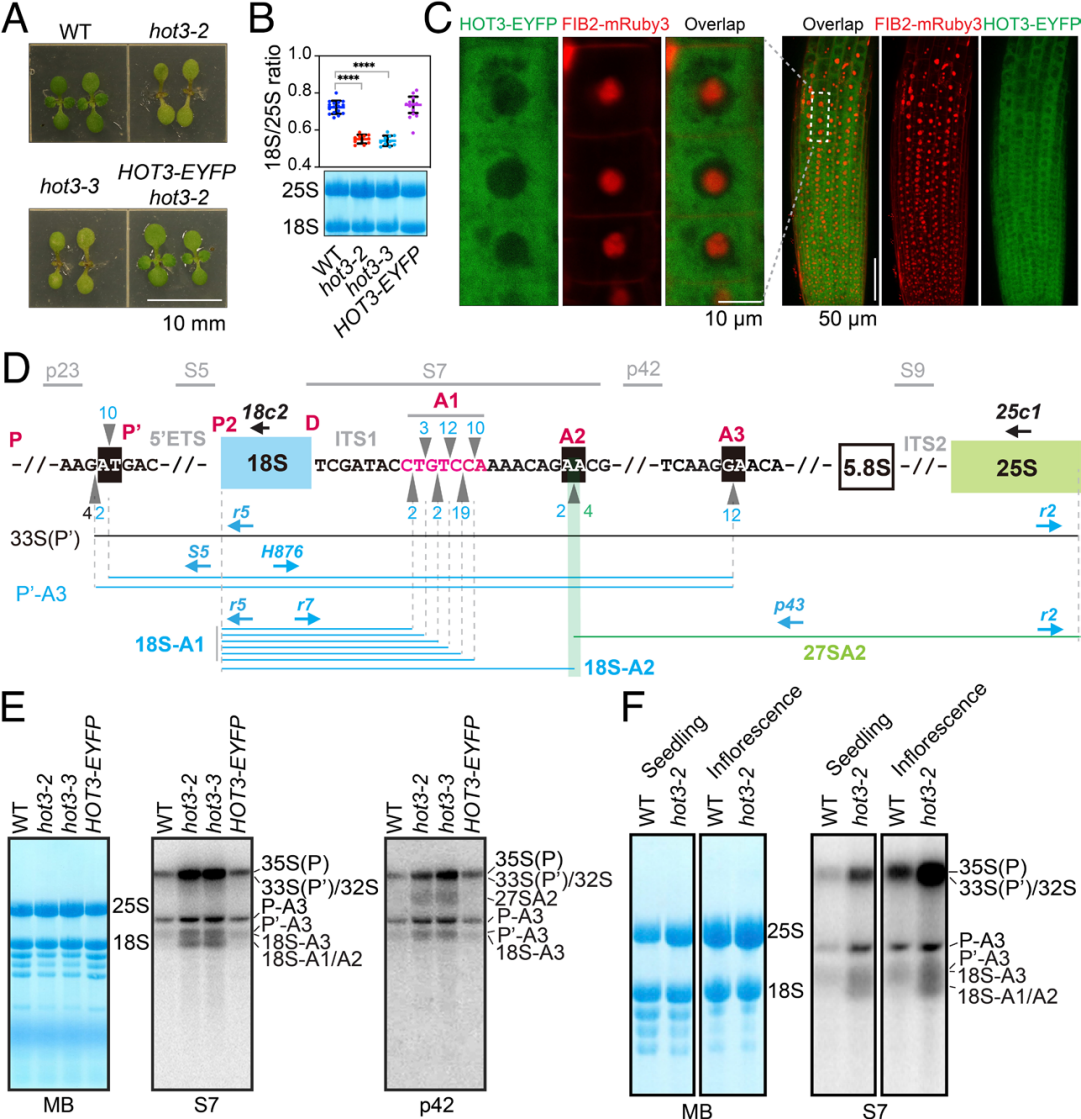
Cytoplasmic HOT3 is required for proper pre-rRNA processing. (*A*) *Top* views of 10-d-old seedlings on MS medium (Scale bar, 10 mm). *HOT3-EYFP* is driven by the *HOT3* promoter. (*B*) Quantification of the ratio of 18S:25S rRNAs. A representative membrane stained with methylene blue (MB) for total seedling RNAs from WT, *hot3-2, hot3-3*, and *HOT3*::*HOT3-EYFP hot3-2* (*HOT3-EYFP*) is shown. More than 10 independent RNA samples on membranes were stained with MB for quantification. Mean with SD is shown. The unpaired parametric *t* test was used for the evaluation of significant differences between each genotype and WT. ****P < 0.0001. (*C*) Imaging of HOT3-EYFP in root cells by confocal microscopy. FIB2-mRuby3 is a nucleolus marker. Roots of 7-d-old T1 transgenic seedlings of *FIB2::FIB2-mRuby3* in the *HOT3::HOT3-EYFP* *hot3-2* background were imaged. The pictures in the *Left* panel were captured at a higher magnification by rescanning the region marked by the dotted rectangle in the *Right* panel. (*D*) Schematic representation of rDNA and pre-rRNA processing intermediates. The mature 18S and 25S regions are represented by the blue and green rectangles, respectively. 5′ ETS, 5′ external transcribed spacer; ITS1, internal transcribed spacer 1; ITS2, internal transcribed spacer 2. The black line represents 33S(P′), while the blue and green lines represent various processing intermediates. Probe oligonucleotides used for northern blotting are shown at the top in gray. Key processing sites in the 5′ ETS and ITS1 are shown above the DNA sequence in red. Circular RT-PCR primers are represented by blue arrows. The primers are as follows: r5/r2 for 33S(P′), S5/H876 for P′-A3, r5/r7 for 18S-A1/A2, and p43/r2 for 27SA2. The reverse transcription primers for circular RT-PCR are 18c2 and 25c1: 18c2_cDNAs served as the templates for PCR with primer pairs S5/H876 and r5/r7; 25c1_cDNAs were used as templates for PCR with primer pairs r5/r2 and p43/r2. The gray triangles represent the ends of pre-rRNAs as defined by circular RT-PCR clones, and the numbers of clones are shown above the gray triangles. Pre-18S rRNAs with 3′ ends mapped to 8 to 13 nucleotides to the right of the D site are collectively referred to as 18S-A1. (*E* and *F*) Pre-rRNA northern blots with probes in the ITS1 region. The blots of S7 and p42 share the same membrane in (*E*). MB, methylene blue staining. The bands representing pre-rRNA processing intermediates are indicated to the right of the blots and diagrammed in (*D*) and *SI Appendix*, Fig. S1*A*.

To elucidate which step of 18S rRNA biogenesis was impaired in *hot3*, northern blotting was performed with WT, *hot3* alleles, and *HOT3::HOT3-EYFP hot3-2* (referred to hereafter as *HOT3-EYFP*) to detect pre-rRNA processing intermediates. Probes in 5′ ETS and ITS1 regions flanking the mature 18S rRNA (Fig. 1*D* and *SI Appendix*, Fig. S1*A* and Table S1), as described before (39, 40), were used. Aberrant 18S rRNA maturation was detected, as evidenced by overaccumulation of pre-18S rRNAs in *hot3*, including P-A3 detected by p23 (*SI Appendix*, Fig. S4*A*), P′-A3 detected by S5 (*SI Appendix*, Fig. S4*A*), and 18S-A2 detected by S7 (Fig. 1*E*). Using a circular RT-PCR assay (38, 41, 42), we validated most of the accumulated pre-rRNAs mentioned above in *hot3-2* (*SI Appendix*, Fig. S4 *B* and *C*) and further identified higher levels of 33S(P′) (*SI Appendix*, Fig. S4*C*), which was not well distinguished from other early pre-rRNA transcripts by northern blotting (Fig. 1*E* and *SI Appendix*, Fig. S4*A*). Sequencing of the circular RT-PCR products revealed the 5′ and 3′ ends of the various pre-rRNA processing intermediates (Fig. 1*D*). The A2 site is an endonucleolytic cleavage site characterized in WT (43), and 18S-A2 (also known as 20S) was always thought to be the processing intermediate detected by probes between sites D and A2 in WT (8, 44). Of note, circular RT-PCR showed that the major population of pre-18S processing intermediates below the 18S-A3 band detected by probe S7 in *hot3* mutants (Fig. 1*E*) consisted of a series of processing intermediates ending 8-13 nt to the right of the D site (Fig. 1*D*). In fact, pre-18S processing intermediates with heterogeneous 3′ boundaries between sites D and A2 have been reported in *Arabidopsis* and rice wild-type backgrounds (9, 25). Hereafter, we refer to the processing hotspots between D and A2 collectively as A1 (Fig. 1*D*) and pre-18S rRNAs with 3′ ends at A1 and A2 as 18S-A1 and 18S-A2, respectively, or 18S-A1/A2 collectively (Fig. 1 *D* and *E*). The number of clones for 18S-A1 is much more than that for 18S-A2 (Fig. 1*D*), indicating 18S-A1 rather than 18S-A2 may be the major pre-18S intermediate detected by the probe S7. Northern blotting also detected higher levels of 27S rRNAs by probes p42 and S9 (Fig. 1 *D* and *E* and *SI Appendix*, Fig. S4*A*) and pre-5.8S rRNAs by probe S9 (*SI Appendix*, Fig. S4*A*). It indicates that HOT3 may facilitate the maturation of 18S, 5.8S, and 25S rRNAs directly or that HOT3 acts primarily on 18S rRNA maturation, but the status of cytoplasmic processing of 18S-A1/A2 is communicated to the nucleus to affect the maturation of 5.8S and 25S rRNAs indirectly. We prefer the latter possibility as HOT3 is localized to the cytoplasm. In addition, although 25S and 18S rRNAs share the primary transcript, effects of HOT3 on rRNA maturation is stronger for 18S than 25S rRNAs, which may account for the decreased 18S:25S ratio in *hot3*. Aberrant pre-rRNA processing and overaccumulation of 18S-A1/A2 precursors also existed in inflorescences of *hot3-2* (Fig. 1*F*). Therefore, *HOT3* is required for 18S rRNA maturation, especially at the transition from 18S-A1/A2 to 18S rRNA.

To determine whether the accumulated pre-18S rRNA processing intermediates in *hot3* were incorporated into translating polysomes, we applied sucrose gradient ultracentrifugation to fractionate endogenous ribosomes from total lysates of *Arabidopsis* seedlings. Fraction 5 in WT and *hot3-2* represented 80S monosomes as it exhibited highly abundant 25S rRNA in the 60S LSU and 18S rRNA in the 40S SSU (Fig. 2 *A*, *Bottom*). Fraction 5 might also contain preribosome particles (such as the 90S processome) that are intermediates in ribosome biogenesis in the nucleolus (45–47), as evidenced by the presence of early pre-rRNA transcripts 35S(P), 33S(P′), and 32S in both wild type and *hot3* (Fig. 2 *A*, *Top*). Fractions 2 to 4 and 7 to 9 were taken to approximate nonpolysome (NP) and polysome (P) fractions, respectively (Fig. 2*A*). Like 20S (18S-A2) rRNA enriched in 40S SSU fractions in yeast (23), the 18S-A1/A2 species were much more abundant in NP than P fractions in both wild type and *hot3-2* (Fig. 2 *A*, *Top*), suggesting that pre-40S SSUs with incomplete pre-18S rRNA processing were not incorporated into translating ribosomes.

**Fig. 2.**
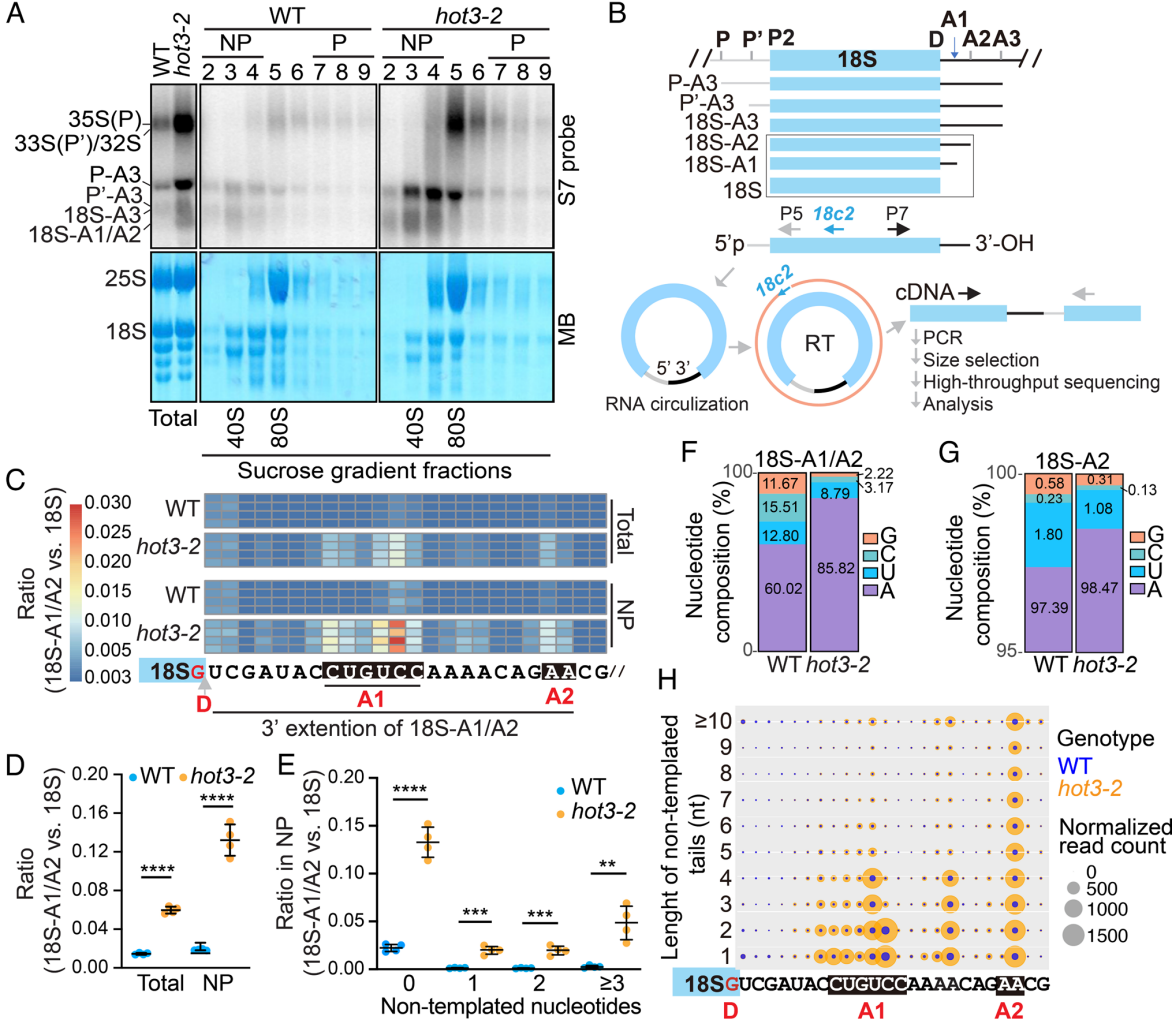
HOT3 promotes 18S rRNA 3′ end maturation. (*A*) Distribution of pre-18S intermediates detected by probe S7 in sucrose gradient fractions of WT and *hot3-2*. The MB staining indicates the patterns of 25S rRNA in the 60S ribosome LSU and 18S rRNA in the 40S ribosome SSU. NP, 80S ribosome-free fractions. P, polyribosome fractions. The samples before fractionation (Total) are shown on the *Left*. (*B*) Pipeline of 18S-ENDseq library construction. Circularized pre-18S rRNAs by ligation with T4 RNA ligase 1 are reverse-transcribed with 18c2 into first-strand cDNA. The P5 universal primer (P5) and P7 indexed primers (P7) are used to amplify 5′ and 3′ flanking sequences in the head-to-tail manner. Barcoded libraries containing chimeric extremities are pooled and sequenced to determine and quantify the 18S ends in different genotypes. (*C*) Heat map to show the 3′ ends of 18S and pre-18S rRNAs as determined by 18S-ENDseq. Reads with 3′ ends mapped to the D site and in the ITS1 region are categorized as 18S and pre-18S, respectively. The ratio of pre-18S:18S rRNAs is shown. Each row represents an independent replicate. Processing sites D, A1, and A2 are indicated. The arrow indicates the position of the 3′ end of mature 18S rRNA. Total, cell lysate before sucrose gradient fractionation; NP, nonpolysome fractions. (*D* and *E*) Quantification of the ratio of pre-18S:18S rRNAs in total and nonpolysome (NP) fractions (*D*) and quantification of the ratio of pre-18S species with nontemplated nucleotides versus mature 18S species in NP fractions (*E*). The unpaired nonparametric *t* test was used to evaluate significance of differences. The *P* values are indicated as follows: 0.001 ≤ *P* < 0.01 (**), 0.0001 ≤ *P* < 0.001 (***), and *P* <0.0001 (****). (*F*) Nucleotide composition of nontemplated tails of pre-18S and 18S rRNA species in WT and *hot3-2* nonpolysome fractions. (*G*) Nucleotide composition of nontemplated tails of 18S-A2 rRNA species in WT and *hot3-2* nonpolysome fractions. (*H*) Bubble plot to show length and normalized read counts of nontemplated nucleotides tailing pre-18S and 18S rRNA species in WT (blue) and *hot3-2* (orange). The *x* axis indicates the 3′ end of the perfectly matched portion of each read, and the *y* axis indicates the length of nontemplated tails. The size of each bubble shows the normalized read counts of the corresponding RNA species.

### HOT3 Promotes 18S rRNA 3′ End Maturation.

To better characterize and quantify pre-18S rRNA intermediates during 3′ end maturation in wild type and to document the defects in *hot3*, we developed **18S** rRNA **END seq**uencing (18S-ENDseq) by combining circular RT-PCR and high-throughput sequencing (Fig. 2*B*). In brief, circularized pre-18S intermediates were reverse-transcribed using primer 18c2, followed by PCR amplification using customized primers containing the Illumina P5 and barcoded P7 sequences. PCR was performed with limited cycles to prevent saturation. Barcoded PCR products were size-selected and pooled for high-throughput sequencing. RNAs from total lysates (Total) and nonpolysome (NP) fractions from wild-type and *hot3-2* seedlings were subjected to 18S-ENDseq. Only pre-18S rRNA intermediates exhibiting a 5′ end at the P2 site (Fig. 2*B*), which is the 5′ end of the mature 18S rRNA, were further analyzed, thereby excluding reads from other 5′ ETS-containing pre-18S rRNA species. For quantitative comparison among different libraries, we normalized reads of 18S-A1/A2 species against mature 18S rRNA with the 3′ end mapped to the D site (Fig. 2*C*).

Four replicates of 18S-ENDseq libraries gave consistent results showing that incompletely processed 18S rRNA with 3′ ends beyond the D site were more abundant in *hot3-2* than in wild type (Fig. 2 *C* and *D*, Total). This finding was congruous with the trends observed in circular RT-PCR experiments (Fig. 1*D* and *SI Appendix*, Fig. S4*B*), but 18S-ENDseq was more quantitative due to the higher sequencing depth. These incompletely processed 18S rRNAs in *hot3-2* had 3′ ends in two clusters in the ITS1 region between D and A2 sites, with A1 and A2 being the major and minor clusters, respectively (Fig. 2*C*, Total). Thus, incompletely processed 18S-A1/A2 species accumulated in *hot3-2* as compared to wild type. The accumulation of 18S-A1/A2 in *hot3-2* was more severe in the nonpolysome fraction (Fig. 2 *C* and *D*), consistent with findings from northern blotting (Fig. 2*A*). Notably, 18S-A1 was not previously annotated as a processing intermediate, although they were detected by 3′ rapid amplification of cDNA ends (3′ RACE) (25). Having found a higher abundance of 18S-A1 than 18S-A2 in *hot3-2*, we wondered whether this was also the case in wild type. 18S-ENDseq results showed that 18S-A1 species were also present at a higher level than 18S-A2 in wild type (*SI Appendix*, Fig. S5), suggesting that they are intermediates or by-products in pre-18S processing.

Nontemplated adenylation and uridylation of pre-rRNA processing intermediates were reported to be functional in 18S rRNA maturation or by-product elimination in *Arabidopsis* and *C. elegans* (25, 48). Our 18S-ENDseq also revealed nontemplated nucleotide tails at the 3′ ends of 18S-A1/A2. To explore whether these nontemplated nucleotide additions were affected in *hot3,* we evaluated the tailing status for 18S-A1/A2 using datasets from NP as the NP fraction showed higher levels of 18S-A1/A2 (Fig. 2*C*). In wild type, little nontemplated nucleotide addition was found for 18S-A1/A2, but levels of 18S-A1/A2 species with one, two, or more nontemplated nucleotides added to the 3′ ends were significantly increased in *hot3-2* (Fig. 2*E*). Adenosine was the predominant nontemplated nucleotide for 18S-A1/A2 in wild type and more so in *hot3-2* (Fig. 2*F*). For 18S-A2, adenosine accounted for nearly all nucleotides in the nontemplated tails in both wild type and *hot3-2* (Fig. 2*G*). The nontemplated tails of 18S-A2 appeared longer than those of 18S-A1 (Fig. 2*H*). Thus, 18S-ENDseq uncovered aberrant 18S rRNA 3′ end processing in *hot3-2* and revealed adenylation as the major RNA nontemplated tailing event of processing intermediates. Based on knowledge of plant RNA exosome complexes that act in 18S rRNA 3′ end maturation (48), we speculate that adenylation of 18S-A2 may help the 3′ to 5′ processing of 18S-A2 to 18S-A1. The final step in 18S rRNA 3′ end maturation is the cleavage of the 3′ short tail of 18S-A1 (perhaps also of 18S-A2) by AtNOB1 (27), and the overaccumulation of 18S-A1/A2 in *hot3-2* suggests that this step is facilitated by HOT3. The adenylation of 18S-A1/A2 may also promote the degradation of these aberrant rRNA species.

### Dysfunction of *HOT3* Triggers RNAi to Produce risiRNAs Mainly from the 18S rRNA 3′ Region.

To detect potential products from the degradation of 18S-A1/A2, we used a 600-bp probe corresponding to a 3′ portion of the mature 18S rRNA (*SI Appendix*, Fig. S1*B*) to observe low–molecular weight RNAs. Surprisingly, we observed clear signals of approximately 21 nucleotides (nt) in *hot3* alleles, and the signals disappeared in the *HOT3-EYFP* complementation line (Fig. 3*A*). The small RNAs (sRNAs) could be RNA degradation products from the 18S (or 18S-A1/A2) sense strand, or they may be Dicer products, which would correspond to both strands. To examine this further, we performed sRNA sequencing using total RNAs from WT, *hot3-2*, *hot3-3*, and the *HOT3-EYFP* complementation line in *hot3-2*, with 2 replicates for each genotype. 

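The sRNA libraries were made from seedlings of 4 genotypes at 18 days, with 2 libraries per genotype. WT was the Col-0 accession, *hot3-2* and *hot3-3* carry T-DNA insertions in *HOT3*, and the complementation line carries *HOT3-EYFP* in the *hot3-2* background. The paper gives a growth temperature of 22 °C, whereas the sample labels give 23 °C. RNA of 18 to 40 nt was recovered from a gel, ligated to adaptors and sequenced, and the authors trimmed the adaptors with cutadapt and processed the reads with their own pipeline. They deposited, for each library, unnormalized counts of reads of each length from 18 nt to 26 nt in 100-bp windows along the chromosomes. These counts carry no strand, so sense and antisense sRNAs are summed in every value computed from them, and fragments of mature rRNA are included.

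Total counts were 6793502 and 7247099 in WT, 7008968 and 7435162 in *hot3-2*, 7576805 and 7783291 in *hot3-3*, and 8210328 and 7026808 in *HOT3-EYFP*. The median over the 8 libraries was 7341130.5. These totals cover 18-nt to 26-nt reads in windows, and the text of the study states no library totals. For rDNA, levels were expressed as CPM, counts scaled by the total of the library, because the paper normalized to total mapped reads, and genotypes were compared in 1 fit over all 8 libraries by edgeR's quasi-likelihood test with these totals as library sizes. Other windows and loci were normalized by TMM within a length class. A region was called changed at a fold change of at least 2 and an unadjusted P under 0.01, the limits of the paper's methods, and Benjamini-Hochberg adjusted values were computed beside them. The 4 libraries of both *hot3* alleles were also compared with the 4 libraries that have functional HOT3 (WT and *HOT3-EYFP*) by a two-sided exact permutation test. The smallest *p* this test can give is 0.0286, whereas 2 libraries against 2 cannot give a *p* under 0.333. The permutation treats the 8 libraries as independent, although each group holds 2 genotypes with 2 libraries each. Its *p* therefore does not measure the spread between genotypes. With the genotype as the unit, 2 against 2, an exact test could not give a *p* under 0.333 either.

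*HOT3* (AT1G76810) lies on chromosome 1 of TAIR10 from 28830902 to 28836748. sRNAs of all lengths in its windows numbered 17 and 29 in the WT libraries, 18 and 19 in *hot3-2*, 28 and 24 in *hot3-3*, and 535 and 471 in *HOT3-EYFP*. The count of sRNAs is not a measure of *HOT3* mRNA, and it separates the transgenic libraries from the other 6 but not WT from the alleles.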

As shown in *SI Appendix*, Fig. S6, the replicates were reproducible, and the sRNAs were concentrated in the 21-nt to 24-nt size range that is characteristic of sRNAs in *Arabidopsis* (17), suggesting that the experiments were successful (*SI Appendix*, Fig. S6). 

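Similarity was computed on log2(CPM + 1) over 53419 windows with at least 10 counts in at least 2 libraries, all lengths summed. Pearson's *r* across windows, which are not independent replicates, lay between 0.899 and 0.905 for the 4 pairs of libraries of the same genotype and between 0.840 and 0.898 for libraries of different genotypes. The first principal component held 35.5% of the variance and the second held 16.6%. The pseudocount moved the correlations most: with 0.1 in place of 1, the mean within genotypes went from 0.903 to 0.800 and the mean between genotypes from 0.863 to 0.747. The counts of paired libraries differed by more than sampling noise, with a chi-square per degree of freedom of 4.53 in *hot3-2*, 5.04 in *hot3-3*, 5.31 in WT and 7.22 in *HOT3-EYFP*, so no library was treated as a copy of another.

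Reads of 21 nt to 24 nt made up 55.7% to 61.3% of the counts in the 8 libraries. The 24-nt class was the largest of the 9 lengths, with a mean share of 20.9% in WT, 20.3% in *hot3-2*, 18.9% in *hot3-3* and 17.7% in *HOT3-EYFP*. The 22-nt share was 12.9% ± 0.026 (SD, n = 2) in WT, 15.8% ± 0.28 (SD, n = 2) in *hot3-2*, 15.2% ± 0.00049 (SD, n = 2) in *hot3-3* and 13.9% ± 0.12 (SD, n = 2) in *HOT3-EYFP*. It was 2.07 percentage points higher in the *hot3* alleles than in plants with functional HOT3 (exact permutation test, *p* = 0.0286), whereas without 2 windows of the chloroplast inverted repeat the difference was -0.202 points (exact permutation test, *p* = 0.429). In nuclear windows outside rDNA, which do not include that pair, it was 1.33 points (exact permutation test, *p* = 0.0286). The 21-nt share differed by 0.484 points (exact permutation test, *p* = 0.343). The 24-nt share differed by 0.351 points over all windows (exact permutation test, *p* = 0.686), but decreased by 3.89 points in the alleles when only nuclear windows outside rDNA were used.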

As there are more than five hundred rDNA copies in the *Arabidopsis* haploid genome (4, 49), routine analysis usually generates a high frequency of multiply mapped reads that cannot be assigned to a specific locus. For our purposes, however, there was no need to examine specific rDNA loci. Therefore, for mapping of sRNA reads, we used a 45S rDNA reference sequence widely adopted in *Arabidopsis* research (50–54), which comprises the nontranscribed spacer (NTS), 5′ ETS, 18S, ITS1, 5.8S, ITS2, 25S, and 3′ ETS regions (Fig. 3*B*). 

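In the genome sequence on which the deposited windows lie, 45S rDNA is present as a copy on chromosome 2, a copy on chromosome 3 and a separate 198-bp piece of the 3′ end of 25S rDNA on chromosome 3 (TAIR10). On chromosome 2, the 18S rRNA gene (AT2G01010) runs from 3706 to 5513, ITS1 from 5514 to 5781, the 5.8S rRNA gene (AT2G01020) from 5782 to 5945, ITS2 from 5946 to 6133, and 25S from 6134 to 9520. The 1840 bp upstream of 18S, from 1866 to 3705, were taken as the 5′ ETS. On chromosome 3, 18S (AT3G41768) runs from 14197677 to 14199484, 5.8S (AT3G41979) from 14199753 to 14199916 and 25S from 14200105 to 14203491. The 18S sequence of 1808 bp differs between the copies at 2 bases and the 25S sequence of 3387 bp at 11 bases. ITS1 differs at 3 bases, ITS2 at 2 and 5.8S at 0.

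The junction of 18S and ITS1 is identical in the copies. The last 20 bases of 18S are AACCTGCGGAAGGATCATTG and the first 30 bases of ITS1 are TCGATACCTGTCCAAAACAGAACGACCCGC. Because the windows place a read at either copy, the copies were summed for each region, and a window was assigned to the region that holds its center, except that in each copy the window with the last base of 18S was taken as the 18S-ITS1 boundary. On chromosome 3 the center of that window lies in 18S, and it was also counted in the 3′ region of 18S between the primers of the 600-bp probe, which has 12 windows. These regions thus share 1 window. The boundary is 2 windows, the 5′ ETS 37 windows, 18S 35 windows and 25S 70 windows.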

All reads that mapped to the rDNA reference were used for subsequent analysis.

**Fig. 3.**
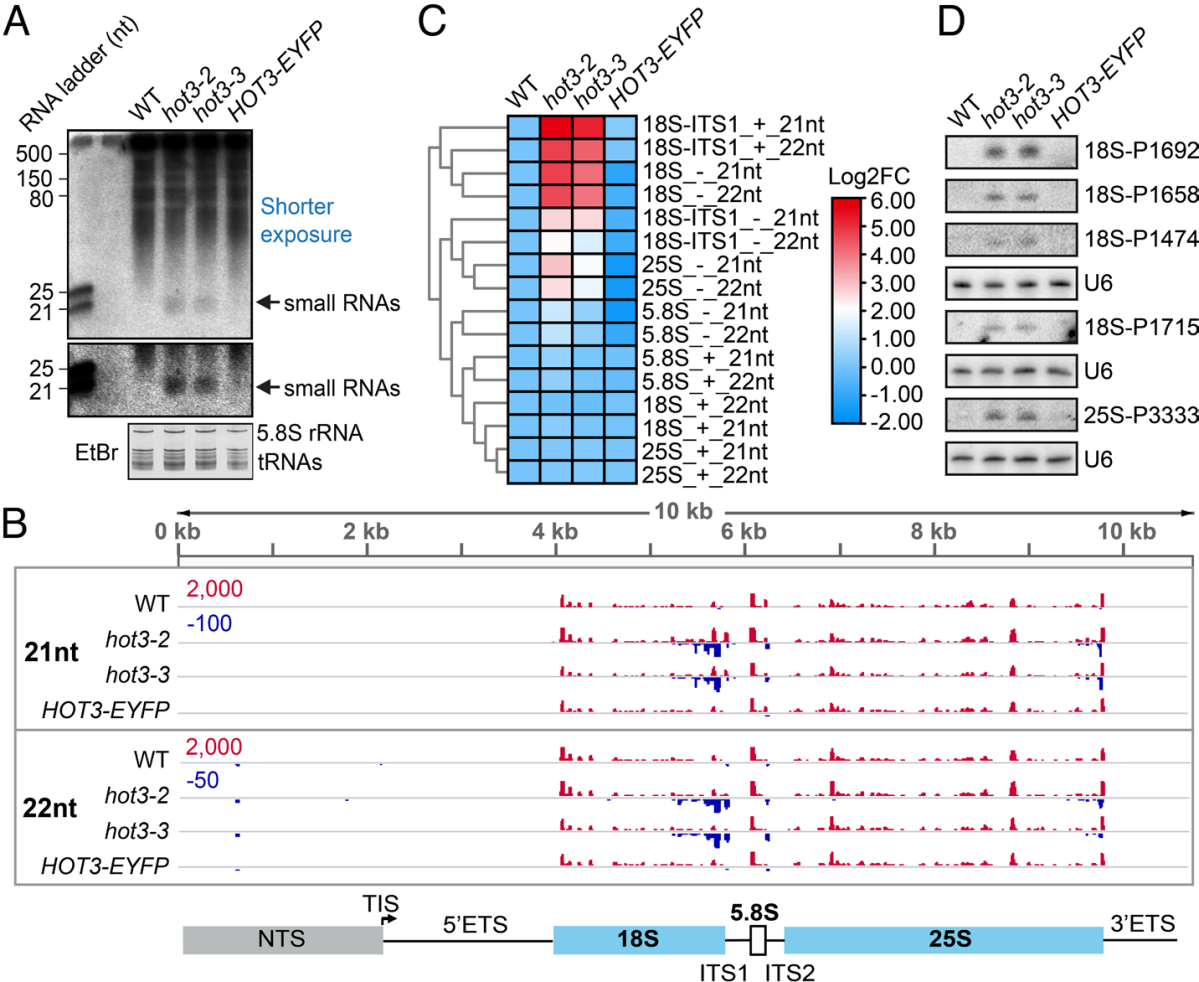
Dysfunction of HOT3 triggers risiRNA biogenesis mainly from the 18S rRNA 3′ region. (*A*) Northern blotting to detect small RNAs from 18S rRNA. Total RNA was resolved in a 15% urea polyacrylamide gel. A randomly labeled 600-bp probe corresponding to the 3′ region of 18S rRNA (amplified by R069/R070 primers in *SI Appendix*, Table S1 and diagrammed in *SI Appendix*, Fig. S1*B*) was used. The 5.8S rRNA and tRNAs in the gel stained with ethidium bromide (EtBr) are shown to indicate relative loading. *HOT3-EYFP,* the transgenic line *HOT3::HOT3-EYFP hot3-2.* (*B*) A genome browser view of 21-nt and 22-nt small RNAs mapped to the rDNA region in WT, *hot3-2, hot3-3*, and *HOT3::HOT3-EYFP hot3-2* (*HOT3-EYFP*). The red and blue peaks represent small RNAs mapped to the positive and the negative strands, respectively. Note that the maximal values on the *y* axis are indicated by the numbers in red and blue for the positive and negative strands, respectively. “TIS” in the rDNA diagram represents the transcription initiation site. NTS, nontranscribed spacer. (*C*) Heat map showing the relative abundance of small RNAs at different positions of the rDNA region. RPM values of small RNAs in *hot3-2, hot3-3*, and *HOT3-EYFP* were compared to those of WT to generate the fold change. The “+” and “−” represent the positive and the negative strands, respectively. “18S-ITS1” represents the region covering both 18S and ITS1. (*D*) Northern blot validation of risiRNAs from 18S rRNA (P1474, P1658, P1692, and P1715) and 25S rRNA (P3333). Blots of P1474, P1658, and P1692 share the same membrane. U6 was used as an internal loading control. P1474, P1658, P1692, P1715, and P3333 are DNA oligonucleotide probes (see *SI Appendix*, Table S1 for their sequences and *SI Appendix*, Fig. S1*B* for their locations in rDNA).

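The 45S rDNA copies took 44.0% and 44.3% of all counts in the WT libraries, 33.7% and 34.0% in *hot3-2*, 40.5% and 40.8% in *hot3-3*, and 52.0% and 52.2% in *HOT3-EYFP*. Over the whole of 18S, with both strands summed, 21-nt CPM was 12209 ± 159 (SD, n = 2) in WT, 10363 ± 48 (SD, n = 2) in *hot3-2*, 10748 ± 27 (SD, n = 2) in *hot3-3* and 13130 ± 63 (SD, n = 2) in *HOT3-EYFP*. The log2 fold change against WT was -0.24 in *hot3-2* (standard error 0.013, adjusted *p* = 1.03e-06 from edgeR with Benjamini-Hochberg adjustment) and -0.18 in *hot3-3* (standard error 0.013, adjusted *p* = 7.10e-06 from edgeR). Over 25S it was -0.44 and -0.14 in the alleles (adjusted *p* = 6.05e-10 and 1.67e-06 from edgeR).

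At 22 nt, the log2 fold changes over 18S were -0.63 in *hot3-2* and -0.47 in *hot3-3*, and over 25S they were -0.62 and -0.078. None of these changes reached a fold change of 2, though all would be called at an adjusted *p* under 0.05 without a fold limit. The choice of library size moved them most. With only the counts outside rDNA, chloroplast and mitochondrion as library size, the 21-nt change over 18S in *hot3-2* was -0.51. These sums over both strands include fragments of abundant mature rRNA and do not measure the antisense strand.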

We found that much more 21-nt and 22-nt sRNAs were mapped to the antisense strand of rDNA in *hot3* alleles than in wild type (Fig. 3*B*). 

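Along the chromosome 3 copy, the 21-nt counts of single windows did not move together. In the 12 windows of 18S that lie 5′ of the region of the 600-bp probe, the log2 fold change against WT was between -1.14 and -0.44 in *hot3-2* and between -0.76 and -0.14 in *hot3-3*. In the last full windows before the 3′ end of 18S it was 1.28 and 1.04 in *hot3-2* and 1.12 and 0.86 in *hot3-3*. The window of 25S next to its last one had 20.5 CPM in WT, 41.1 in *hot3-2*, 43.0 in *hot3-3* and 20.2 in *HOT3-EYFP*, a log2 fold change of 1.00 in *hot3-2* and 1.06 in *hot3-3*.

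The 3′ region of 18S between the primers of the 600-bp probe had 3198 ± 11 CPM of 21-nt sRNAs (SD, n = 2) in WT, 4830 ± 119 (SD, n = 2) in *hot3-2*, 4602 ± 10 (SD, n = 2) in *hot3-3* and 3596 ± 37 (SD, n = 2) in *HOT3-EYFP*. These values include the boundary window of chromosome 3, which gave 4.12% of the 21-nt level in WT and 6.47% in *hot3-2*. The log2 fold change against WT was 0.59 in *hot3-2* (standard error 0.021, adjusted *p* = 5.61e-08 from edgeR) and 0.52 in *hot3-3* (standard error 0.021, adjusted *p* = 1.83e-07 from edgeR), under the 2-fold limit of a call but past an adjusted *p* of 0.05 without a fold limit. Less the boundary window, an alternative chosen after seeing the data, the changes were 0.56 and 0.48. The rest of 18S, toward the 5′ end, had a log2 fold change of -0.65 in *hot3-2* and -0.50 in *hot3-3*. The difference between the 3′ region and the 5′ part, which does not depend on the library size, was 1.09 on the log2 scale between the *hot3* alleles and plants with functional HOT3 (exact permutation test, *p* = 0.0286), and 1.05 less the boundary window (exact permutation test, *p* = 0.0286). For the 3′ end of 25S as a whole, the 21-nt log2 fold change was -0.052 in *hot3-2* and 0.058 in *hot3-3* (adjusted *p* = 0.334 and 0.311 from edgeR). Its sign changed with the windows used: with only the 1 window wholly inside the region it was 0.30 in *hot3-2*. It changed with the library size too: with the counts outside rDNA, chloroplast and mitochondrion it was -0.062 in *hot3-3*, and with library totals implied by Fig. S6B, an alternative chosen after seeing the data, it was 0.16 in *hot3-2*. The totals implied by Fig. S6B rest on bars read by eye. They assume that the bars are shares of all mapped reads, which the caption of that figure does not state.

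**Figure D1:**
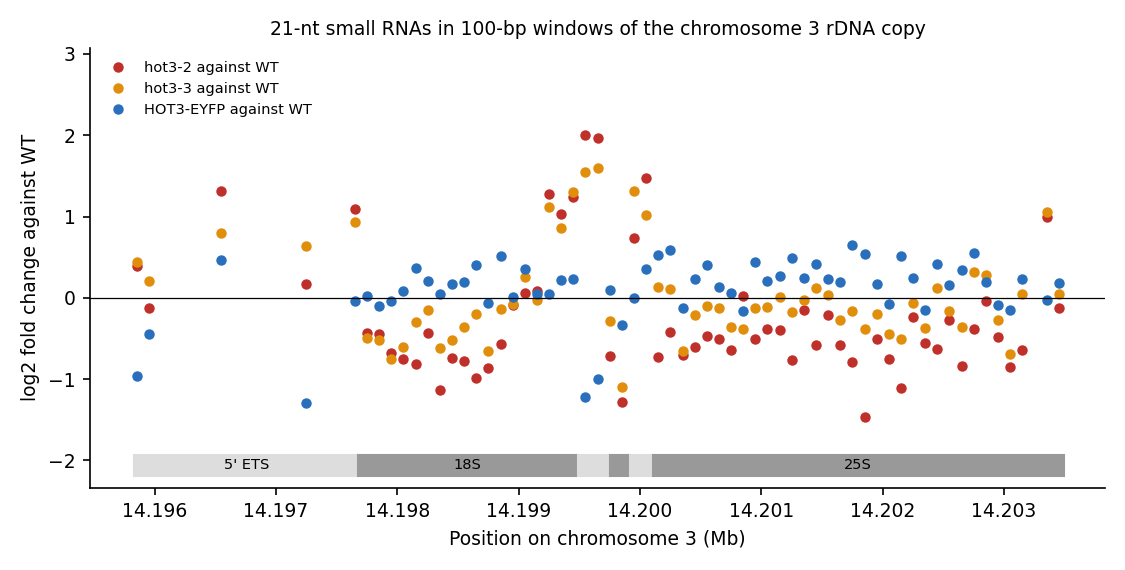
Log2 fold change against WT of 21-nt sRNAs in 100-bp windows (vertical axis) along the chromosome 3 rDNA copy (horizontal axis, Mb); each point is the ratio of genotype means of 2 libraries, with 0.1 added to the CPM, for windows with at least 10 counts in every library. The windows at the 3′ end of 18S lie above 0 in *hot3-2* and *hot3-3* and the windows toward its 5′ end lie below 0.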

The sRNAs were mainly derived from a 3′ portion of 18S rRNA, although some sRNAs were also present at the 3′ end of 25S rRNA (Fig. 3*B*). It indicates that aberrant accumulation of rRNA precursors of 18S and 25S rRNAs in *hot3* may trigger sRNA biogenesis. We further quantified the sRNAs based on the subregions and the two strands of 45S rDNA. It was clear that 21-nt and 22-nt sRNAs from the antisense strand of 18S and 25S rRNAs were at higher levels in the two *hot3* alleles and that 21-nt and 22-nt sRNAs from both strands of the 18S-ITS1 linker region were also more abundant (Fig. 3*C*). 

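The 18S-ITS1 boundary used here may differ from the paper's 18S-ITS1 region, whose limits the paper does not give. Its chromosome 3 window held 132 of the 135 CPM of 21-nt sRNAs in WT. In chromosome 2 coordinates that window runs from 5429 to 5528 and 18S ends at 5513, so it covers mostly mature 18S. With both strands summed, the 18S-ITS1 boundary held 135 ± 1.0 CPM of 21-nt sRNAs (SD, n = 2) in WT, 319 ± 5.7 (SD, n = 2) in *hot3-2*, 327 ± 2.1 (SD, n = 2) in *hot3-3* and 155 ± 2.2 (SD, n = 2) in *HOT3-EYFP*. The log2 fold change against WT was 1.24 in *hot3-2* (standard error 0.062, adjusted *p* = 4.82e-07 from edgeR) and 1.28 in *hot3-3* (standard error 0.062, adjusted *p* = 4.66e-07 from edgeR), past the limits of a call. In *HOT3-EYFP* it was 0.20 against WT (adjusted *p* = 0.141 from edgeR) and -1.04 against *hot3-2* (adjusted *p* = 1.80e-06 from edgeR). The change against *hot3-2* fell under the 2-fold limit with TMM normalization, DESeq2's size factors or the counts outside rDNA, chloroplast and mitochondrion. At 22 nt the boundary had a log2 fold change of 1.01 in *hot3-2*, past the limits, and of 0.94 in *hot3-3*, under the 2-fold limit. The 22-nt change in *hot3-3* would be called without a fold limit at an adjusted *p* under 0.05, and was 1.01 with library totals implied by Fig. S6B, an alternative chosen after seeing the data. The calls in *hot3-2* depended on the library size: with the counts outside rDNA, chloroplast and mitochondrion the fold change was 0.96 at 21 nt and 0.73 at 22 nt, and with TMM normalization it was 0.65 at 22 nt. The 22-nt call also depended on a single library, since the fold change was 0.96 without WT replicate 2.

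The comparison of the complementation line with *hot3-2* also depended on the library size in the 3′ region of 18S, which shares the boundary window of chromosome 3. There the 21-nt log2 fold change of *HOT3-EYFP* against *hot3-2* was -0.43 (adjusted *p* = 5.35e-07 from edgeR), but 0.13 with TMM normalization, 0.17 with DESeq2's size factors and 0.22 with the counts outside rDNA, chloroplast and mitochondrion. In the same region the level in the *hot3* alleles was 0.48 higher on the log2 scale than in plants with functional HOT3 (exact permutation test, *p* = 0.0286), and 0.091 higher with the counts outside rDNA, chloroplast and mitochondrion as library size (exact permutation test, *p* = 0.543). At 22 nt the 3′ region was lower in the alleles, with a log2 fold change of -0.30 in *hot3-2* and -0.18 in *hot3-3* against WT, and of -0.38 and -0.25 less the shared window, an alternative chosen after seeing the data. The paper separated the strands on its own alignment to an rDNA reference (Fig. 3C), a step that the deposited window counts do not include. From the positions of the sRNAs, the paper proposes that the accumulation of 18S and 25S rRNA precursors in *hot3* may trigger sRNA biogenesis. From the lengths of the sRNAs and the presence of antisense sequences, it proposes that they are products of DCL proteins. The paper then reports northern blots in which the 18S sRNAs of *hot3-2* were absent when *DCL2* and *DCL4* were also mutated. On its blots the sRNA detected by P1692 was also absent when *RDR1* was mutated.

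**Figure D2:**
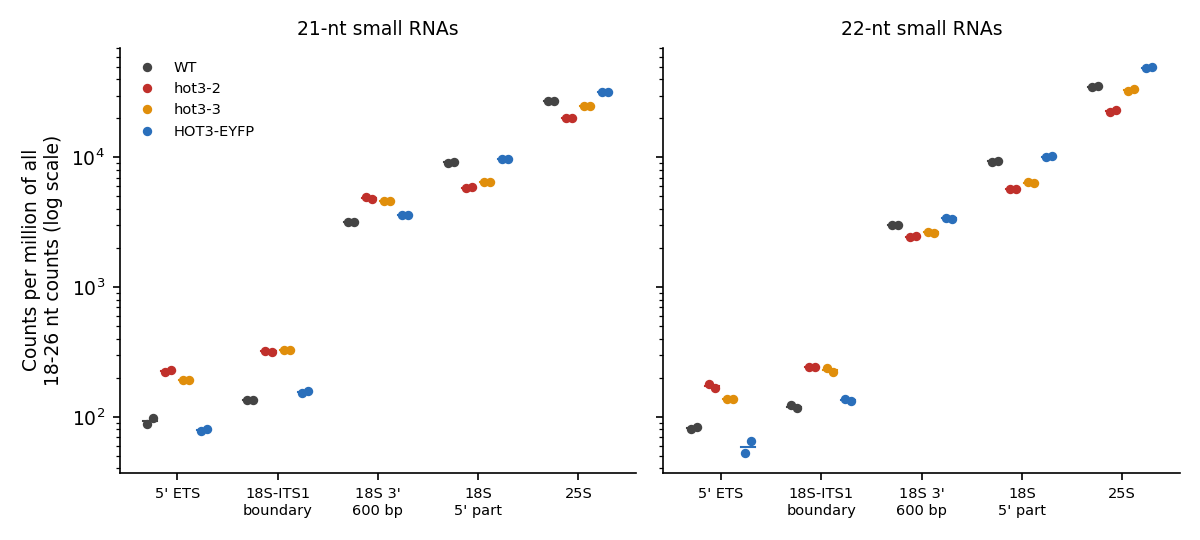
CPM relative to all 18-nt to 26-nt counts (vertical axis, log scale) of 21-nt (left) and 22-nt (right) sRNAs in 5 regions of rDNA; points are the 2 libraries of each genotype and lines are their means. The boundary window of chromosome 3 is counted in the boundary and in the 3′ region of 18S. At the 18S-ITS1 boundary the 21-nt points of *hot3-2* and *hot3-3* lie between 315 and 329 and those of WT and *HOT3-EYFP* between 134 and 157.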

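The sequences of the oligonucleotides P1474, P1658, P1692, P1715 and P3333 were located in the chromosome 2 rDNA copy of TAIR10, where all match the strand of the rRNA and so hybridize to its antisense. P1474 (ACTGATGTATTCAACGAGTTCACA) lies from 5182 to 5205, starting at position 1477 of 18S, without a mismatch. P1658 (TTGAATGATCCGGTGAAGTGTTT) lies from 5367 to 5389 and P1692 (ACGTGGGTGGTTCGCCGCCG) from 5401 to 5420, each with 1 base that differs from the reference. P1715 (ACGTCGCGAGAAGTCCACTAA) lies from 5424 to 5444, starting at position 1719 of 18S. P3333 (GCCACGATCCACTGAGATTCAGC) lies from 9478 to 9500, starting at position 3345 of 25S, and also matches the 25S piece on chromosome 3 from 14193040 to 14193062.

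In the windows that hold P1658, 21-nt CPM was 941 ± 3.2 (SD, n = 2) in WT, 1864 ± 28 (SD, n = 2) in *hot3-2*, 1650 ± 3.4 (SD, n = 2) in *hot3-3* and 1106 ± 24 (SD, n = 2) in *HOT3-EYFP*. The log2 fold change against WT was 0.99 in *hot3-2* and 0.81 in *hot3-3* (adjusted *p* = 1.56e-08 and 9.07e-08 from edgeR). A probe was given the windows in which it starts. P1692 and P1715 start in the same windows, in which the log2 fold change was 1.00 in *hot3-2* and 0.83 in *hot3-3* (adjusted *p* = 5.96e-08 and 2.53e-07 from edgeR). Summed over both rDNA copies, no probe was thus past the 2-fold limit with total counts as library size. In the chromosome 3 copy alone, where a single window holds P1658 and P1692, the change in *hot3-2* was 1.04, past the limits, and in *hot3-3* 0.86. Only 5 bases of P1715 lie in that window, and the other 16 lie in the boundary window, where 21-nt CPM was 132 in WT, 312 in *hot3-2* and 325 in *hot3-3*, a log2 ratio to WT of 1.25 and 1.30. With library totals implied by Fig. S6B, an alternative chosen after seeing the data, the sums over both copies in *hot3-2* were past the limits too, at 1.20 for P1658 and 1.20 for P1692. In the windows of P1474 the level was 383 ± 2.8 (SD, n = 2) in WT, 439 ± 12 (SD, n = 2) in *hot3-2*, 411 ± 11 (SD, n = 2) in *hot3-3* and 392 ± 6.1 (SD, n = 2) in *HOT3-EYFP*. Its log2 fold change was 0.20 in *hot3-2* (adjusted *p* = 0.0291 from edgeR) and 0.10 in *hot3-3* (adjusted *p* = 0.263 from edgeR). The direction at P1474 depended on the library size, since in *hot3-2* it was -0.025 with TMM normalization, -0.072 with DESeq2's size factors and -0.078 with the counts outside rDNA, chloroplast and mitochondrion. In *hot3-3* it was -0.018 with the last of these and -0.022 in the chromosome 3 copy alone. The windows of P3333 held 2645 ± 74 CPM (SD, n = 2) in WT and 2610 ± 8.7 (SD, n = 2) in *hot3-2*, a log2 fold change of -0.019 (adjusted *p* = 0.763 from edgeR), and 2777 ± 38 (SD, n = 2) in *hot3-3*, one of 0.070 (adjusted *p* = 0.221 from edgeR). These signs changed with the library size, to 0.19 in *hot3-2* with the totals implied by Fig. S6B and to -0.050 in *hot3-3* with the counts outside rDNA, chloroplast and mitochondrion.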

To validate the presence of sRNAs in *hot3* mutants, we designed DNA oligonucleotide probes to target specific sRNAs derived from the antisense strand of 18S or 25S rRNA (*SI Appendix*, Fig. S1*B*). Northern blotting using these probes validated the accumulation of sRNAs in the two *hot3* alleles (Fig. 3*D*).

The 21-nt and 22-nt size of the sRNAs and the presence of sRNAs derived from the antisense strand of rRNA suggested that the sRNAs in *hot3* mutants were the products of DCL proteins. 

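The share of 21-nt and 22-nt sRNAs among those of 18 nt to 26 nt was computed within each region, where the library size plays no part. In the 3′ region of 18S it was 29.7% ± 1.6 (SD, n = 4) in the *hot3* alleles and 21.9% ± 0.25 (SD, n = 4) in plants with functional HOT3, a difference of 7.87 percentage points (exact permutation test, *p* = 0.0286). Less the boundary window of chromosome 3, which the region includes, the difference was 9.24 points (exact permutation test, *p* = 0.0286), an alternative chosen after seeing the data. In the windows of P1692 it was 35.5% ± 2.5 (SD, n = 4) and 23.1% ± 0.59 (SD, n = 4). In the 5′ part of 18S the shares were 22.5% and 22.1%, a difference of 0.434 points (exact permutation test, *p* = 0.229). In 25S the share was lower in the alleles, 22.0% against 24.8% (exact permutation test, *p* = 0.0286), and with 21 nt alone the difference was -0.453 points (exact permutation test, *p* = 0.171). At the 3′ end of 25S the share of both lengths was 22.5% in the alleles and 22.4% in plants with functional HOT3.

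The rise in the 3′ region came from the 21-nt class. With 22 nt alone, the difference there was -0.187 points (exact permutation test, *p* = 0.114), in the windows of P1692 it was -0.417 points, and the small differences in the 5′ part of 18S and at the 3′ end of 25S also became negative. At the 18S-ITS1 boundary the share of both classes was 18.4% in either group (exact permutation test, *p* = 1.0), because other lengths rose too: with 20 nt to 24 nt as the denominator the difference was -7.04 points, and with 21 nt alone it was 0.844 points. By length, the level in the 3′ region changed by 0.48 on the log2 scale at 21 nt, by -0.14 at 19 nt (exact permutation test, *p* = 0.229), by -0.051 at 20 nt (exact permutation test, *p* = 0.571) and by -0.33 at 22 nt. At 23 nt to 26 nt it changed by -0.79 to -0.71. The 20-nt value depended on the boundary window, which held 185 of 3429 CPM in WT and 944 of 3426 CPM in *hot3-2*. Less that window the change was 0.44 at 21 nt, -0.29 at 19 nt, -0.40 at 20 nt and -0.40 at 22 nt (exact permutation test, *p* = 0.0286 for each). In the 5′ part it changed by -0.78 to -0.61 over the 9 lengths. At the boundary the largest change was 2.15, at 20 nt.

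**Figure D3:**
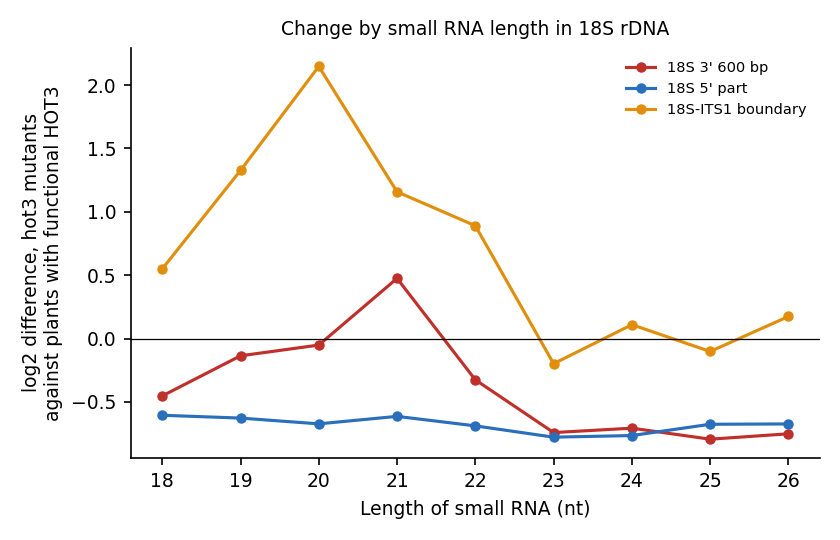
Log2 difference of CPM between the 4 libraries of *hot3-2* and *hot3-3* and the 4 libraries of WT and *HOT3-EYFP* (vertical axis) by length of sRNA (horizontal axis, nt) in the 3′ region of 18S, the 5′ part of 18S and the 18S-ITS1 boundary. The boundary window of chromosome 3 is counted in the boundary and in the 3′ region. In the 3′ region only the 21-nt point lies above 0, at 0.48, whereas at the boundary the 20-nt point is highest, at 2.15.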

In fact, the sRNAs were reminiscent of risiRNAs found in *fry1* mutants, which also exhibit aberrant pre-rRNA processing (17). In general, siRNA biogenesis from a single-stranded RNA precursor entails the synthesis of double-strand RNAs by an RDR protein with the help of SUPPRESSOR OF GENE SILENCING3 (SGS3) (55–57) and the digestion of the double-stranded RNAs by DCL2 and DCL4 to generate 22-nt and 21-nt siRNAs, respectively (58, 59). For example, RDR6, SGS3, and DCL4 are required for the production of risiRNAs in *fry1* mutants (17) as well as siRNAs from the *TAS3* locus (60). The biogenesis of *TAS3*-derived siRNAs also involves miR390 (60–62). RDR1 is required for the biogenesis of virus-activated siRNAs (vasiRNAs) including siRNAs from host mRNAs and rRNAs to confer host resistance against viral infection (63). Coding gene–derived siRNAs in *fry1* are also RDR1 and DCL2/4 dependent (17).

To clarify whether the sRNAs in *hot3* mutants were indeed risiRNAs, we examined their biogenesis requirements. Mutations in *SGS3*, *RDR1*, *RDR6*, *DCL2*, and *DCL4* were introduced into *hot3-2* by genetic crosses to generate various double and triple mutants (Fig. 4*A*). Northern blotting with a 600-bp probe corresponding to the 3′ portion of 18S rDNA or with the specific sense probe P1692 (*SI Appendix*, Fig. S1*B*) detected sRNAs in *hot3-2* but not *hot3-2 dcl2-1 dcl4-2* (Fig. 4*B*), indicating that the rRNA-derived sRNAs were indeed DCL2/4-dependent risiRNAs. These risiRNAs, however, were still present in *hot3-2 sgs3-14* and *hot3-2 rdr6-15*, unlike the *TAS3*-derived siRNA *TAS3*_5′D7(+) that was missing in these mutants (Fig. 4*C*), indicating that 18S-risiRNA biogenesis in *hot3* was SGS3 and RDR6 independent. By contrast, the 18S-risiRNA detected by P1692 (18S-P1692) was gone in *hot3-2 rdr1-1* (Fig. 4*D*) and *hot3-2 rdr1-1 rdr6-15* (Fig. 4*C*), revealing that RDR1 was required for 18S-risiRNA biogenesis in *hot3-2*.

**Fig. 4.**
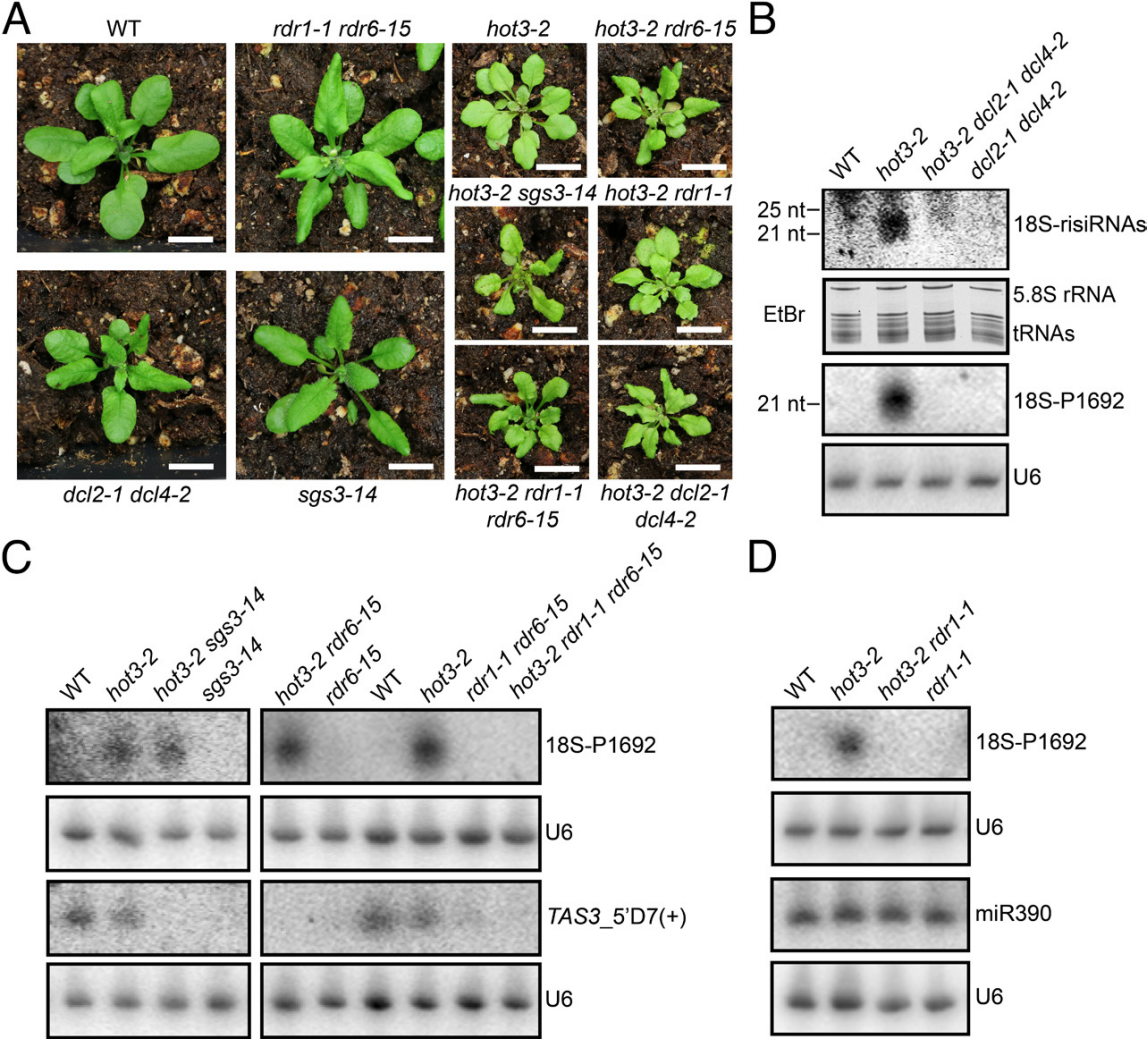
RDR1 and DCL2/4 are required for risiRNA biogenesis in *hot3*. (*A*) 30-d-old seedlings of the indicated genotypes grown in soil. 15-d-old seedlings were transferred from MS medium into soil, and photographs were taken 15 d later (Scale bars, 10 mm). (*B*–*D*) Northern blotting to detect risiRNAs from 18S rRNA in various genotypes. “18S-risiRNAs” (*B*) refers to risiRNAs detected by a 600-bp probe corresponding to the 3′ region of 18S rRNA (amplified by R069/R070 primers in *SI Appendix*, Table S1 and diagrammed in *SI Appendix*, Fig. S1*B*), while “18S-P1692” (*C* and *D*) refers to a risiRNA detected by the P1692 oligonucleotide probe (see *SI Appendix*, Table S1 for its sequence and *SI Appendix*, Fig. S1*B* for its location in rDNA). The RNA gel in (*B*) stained by ethidium bromide (EtBr) before RNA membrane transfer was used to indicate relative loading for the 18S-risiRNAs blot. Each U6 blot serves as a loading control for the corresponding blot above. In (*C*), TAS3-5′D7(+), which is dependent on SGS3 and RDR6 for biogenesis, was included as a control. In (*D*), miR390, whose biogenesis does not require RDR1, was included for comparison.

### risiRNAs Are Mainly in Nonribosome Fractions and Do Not Affect 18S rRNA Maturation.

To evaluate whether risiRNAs in *hot3* exert any functions in 18S rRNA maturation or metabolism, we employed northern blotting to detect and compare pre-18S rRNA processing intermediates in related genetic mutants with (*hot3-2*) or without (*hot3-2 dcl2-1 dcl4-2*) risiRNAs. We found that blocking risiRNA biogenesis in *hot3-2 dcl2-1 dcl4-2* did not rescue aberrant pre-18S rRNA processing in *hot3-2*, as evidenced by similar levels of 18S-A1/A2 (Fig. 5*A*). Like in *hot3-2*, the aberrantly accumulated 18S-A1/A2 rRNAs in *hot3-2 dcl2-1 dcl4-2* were present largely in the nonpolysome fractions (Fig. 5*B*). We also performed 18S-ENDseq to explore, at single-nucleotide resolution, whether risiRNAs affected the 3′ end maturation of 18S rRNA. 18S-ENDseq was done with total RNA and nonpolysomal RNA from wild type, *hot3-2*, and *hot3-2 dcl2-1 dcl4-2*, each with four biological replicates. The abundances of 18S-A1/A2 species in *hot3-2 dcl2-1 dcl4-2* were comparable to those in *hot3-2* (Fig. 5*C*). It indicated that risiRNAs were not responsible for the aberrant 18S rRNA 3′ end processing observed in *hot3*. Accordingly, the lower 18S:25S rRNA ratio in *hot3* was not recovered in *hot3-2 dcl2-1 dcl4-2* (Fig. 5*D*). Like *hot3-2 dcl2-1 dcl4-*2, blocking risiRNAs in *hot3-2 rdr1-1* did not rescue aberrant pre-18S rRNA processing (*SI Appendix*, Fig. S7*A*) or the lower ratio of 18S:25S rRNAs in *hot3-2* (*SI Appendix*, Fig. S7*B*). Interestingly, the 18S-risiRNA detected by P1692 was mainly localized in the ribosome-free fractions 1 and 2 in sucrose gradient sedimentation experiments rather than fraction 3 consisting of 40S SSU, where 18S-A1/A2 intermediates were enriched (Fig. 5*E*).

**Fig. 5.**
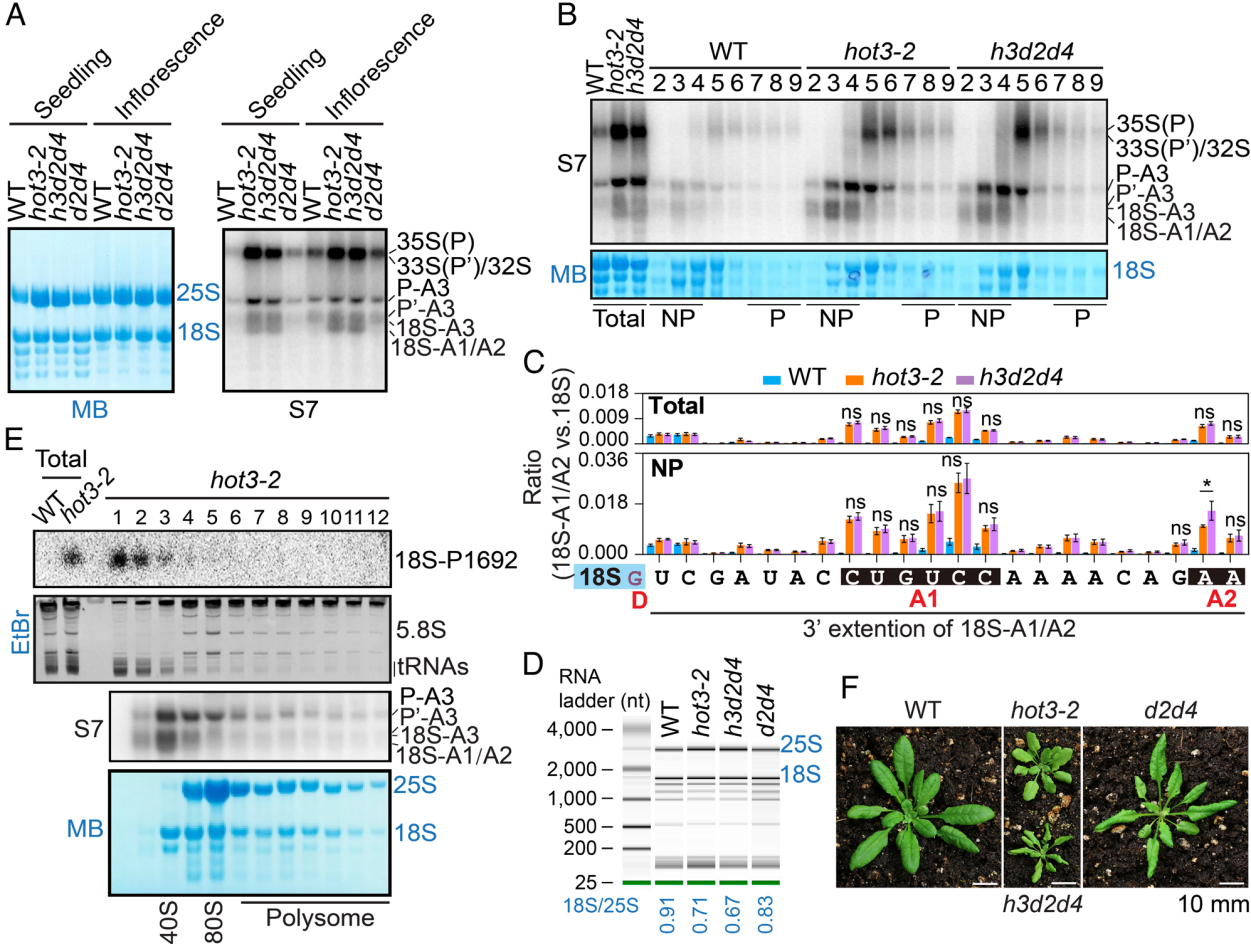
risiRNAs in *hot3* are predominantly in ribosome-free fractions and do not affect 18S rRNA maturation. (*A*) Pre-rRNA northern blotting with the probe S7 for total RNAs from seedlings and inflorescences of WT, *hot3-2, hot3-2 dcl2-1 dcl4-2* (*h3d2d4*), and *dcl2-1 dcl4-2* (*d2d4*). The methylene blue (MB)–stained membrane is shown on the *Left* to indicate relative loading. (*B*) Distribution of pre-18S processing intermediates in sucrose gradient fractions from WT, *hot3-2*, and *hot3-2 dcl2-1 dcl4-2* (*h3d2d4*) seedlings. NP, nonpolysome fractions; P, polysome fractions; Total, total lysate before fractionation. Probe S7 was used. The methylene blue (MB)–stained membrane is shown below. (*C*) Abundance of pre-18S rRNAs ending at each nucleotide beyond the 3′ end of mature 18S rRNA in Total and nonpolysome (NP) fractions from WT, *hot3-2*, and *hot3-2 dcl2-1 dcl4-2* (*h3d2d4*) based on 18S-ENDseq. The abundance is relative to that of mature 18S rRNA ending at the G residue in the blue rectangle. Letters D, A1, and A2 are major processing sites. Mean values of four replicates with SD are shown. The unpaired nonparametric *t* test was used for the evaluation of significance of differences between *hot3-2* and *hot3-2 dcl2-1 dcl4-2*. ns: no significant difference. *: 0.01 ≤ *P* < 0.05. (*D*) Bioanalyzer analysis for seedling total RNAs of WT, *hot3-2, hot3-2 dcl2-1 dcl4-2* (*h3d2d4*), and *dcl2-1 dcl4-2* (*d2d4*). The ratio of 18S:25S rRNA is shown below. (*E*) Distribution of the 18S-risiRNA detected by probe P1692 and pre-rRNAs detected by S7 in sucrose gradient fractions of WT and *hot3-2*. The image of ethidium bromide (EtBr)–stained gel before RNA membrane transfer is shown to indicate relative loading for the P1692 blot. The methylene blue (MB)–stained membrane indicates relative loading for the S7 blot. The positions of 40S SSU, 80S monosome, and polysomes are estimated based on the distributions of 18S, 5.8S, and 25S rRNAs. (*F*) 40-d-old seedlings of WT, *hot3-2, hot3-2 dcl2-1 dcl4-2* (*h3d2d4*), and *dcl2-1 dcl4-2* (*d2d4*) grown in soil (Scale bars, 10 mm).

The evidence presented above indicated that risiRNAs do not affect 18S rRNA maturation in *hot3*. Consistent with this conclusion, blocking risiRNA accumulation in *hot3-2 rdr1-1* and *hot3-2 dcl2-1 dcl4-2* did not alleviate the developmental phenotypes of *hot3-2* (Figs. 4*A* and 5*F*). For example, *hot3-2 dcl2-1 dcl4-2* displayed an additive phenotype of small size like *hot3-2* and downwardly curved leaves as in *dcl2-1 dcl4-2* (Fig. 5*F*).

### Genome-Wide Ribosome Stalling at the ATG Start Codon in *hot3* Mutants.

HOT3/eIF5B1 is a conserved translation initiation factor (37), but its genome-wide function in translation has never been examined at the single-nucleotide resolution in any species. The presence of risiRNAs in *hot3* mutants also raised the question whether risiRNAs affect the functions of HOT3 in mRNA translation initiation. As *hot3* mutants exhibited delayed germination and slow growth at the seedling stage (37), we chose inflorescences from WT, *hot3-2*, *hot3-2 dcl2-1 dcl4-2*, and *dcl2-1 dcl4-2* for ribosome profiling. Independent ribo-seq replicates showed high reproducibility (*SI Appendix*, Fig. S8*A*). The ribosome-protected footprints (RPFs) in all libraries peaked at 28 nt (*SI Appendix*, Fig. S8*B*), like the canonical RPF length observed in plants (64, 65). Most importantly, the RPFs displayed a strong 3-nt periodicity (*SI Appendix*, Fig. S8*C*), suggesting that the ribo-seq datasets were of high quality.

To identify and quantify the codons being translated, we subjected our datasets to RiboTaper analysis (66), which defines translated ORFs based on the 3-nt periodicity of peptidyl site (P site) signals (67). We mapped the P site signals to the *Arabidopsis thaliana* genome and determined the locations of the P site nucleotides. As expected, most P site nucleotides were in the body of coding sequences in all backgrounds (*SI Appendix*, Fig. S8*D*). We further examined the distribution of P sites at all annotated ORFs. Metagene analysis uncovered that a larger number of P sites were found at the ATG start codon in the *hot3-2* mutants (Fig. 6*A*), which was consistent with the function of eIF5B in the transition from translation initiation to elongation as defined by biochemical studies in yeast (21, 31, 32). We developed an ATG stalling index to represent the extent of ribosome stalling at the start codon (Fig. 6*B*). Compared with wild type, the ATG stalling indexes in *hot3-2 dcl2-1 dcl4-2* and *hot3-2* were significantly increased, with median values of 2.56 and 2.85, respectively (Fig. 6*B*). Notably, the *dcl2-1 dcl4-2* mutant did not show any significant difference from wild type in ribosome stalling (Fig. 6*B*). No significant differences in ribosome stalling at the ATG start codon were observed between *hot3-2 dcl2-1 dcl4-2* and *hot3-2* (Fig. 6*B*). Altogether, dysfunction of HOT3 triggered genome-wide ribosome stalling at the ATG start codon independently of risiRNAs.

**Fig. 6.**
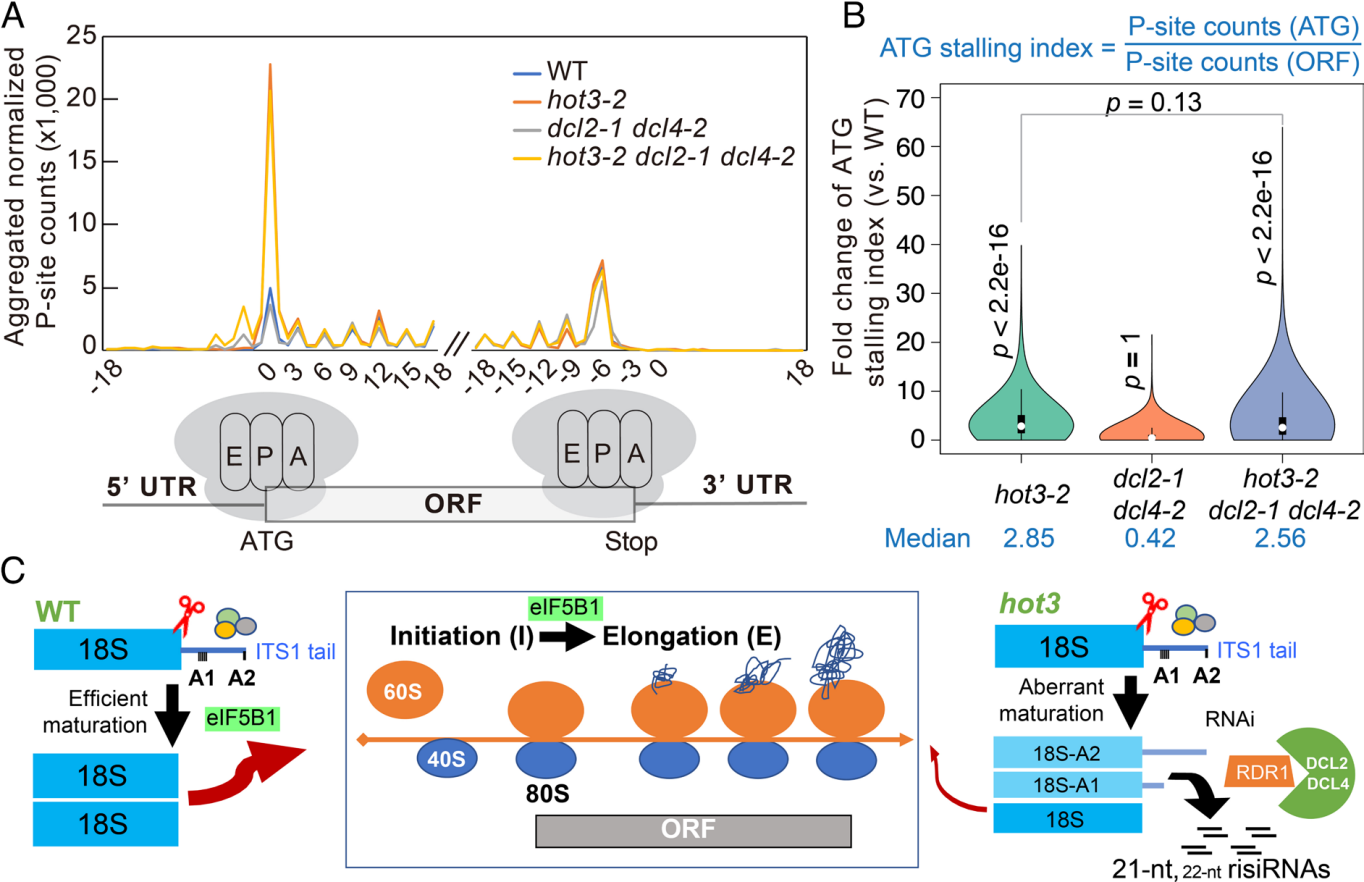
Genome-wide ribosome stalling frequently occurs at the ATG start codon in *hot3.* (*A*) Metagene analysis of aggregated normalized P site counts mapped to regions near the ATG start codon (translation initiation site) and stop codon of annotated ORFs. A 41-nt region near the ATG start codon and stop codon is shown. The diagrams for A site (the entry point for aminoacyl-tRNA), P site (where the peptide bond formation occurs), and E site (the exit site of the uncharged tRNA) within ribosomes are shown below. (*B*) Violin plots for fold change of the ATG stalling index for coding genes in *hot3-2*, *hot3-2 dcl2-1 dcl4-2*, and *dcl2-1 dcl4-2* as compared to WT. The ATG stalling index represents the degree of ribosome stalling on the ATG and is determined by calculating the ratio of P site counts on the ATG start codon of one annotated gene versus all P site counts mapped to ORF. The numbers in blue font at the *Bottom* indicate the median values of each genotype. The single-tailed *t* test was used for evaluation of significant differences between each genotype and WT, with the *P* value shown vertically. *P* < 0.0001 (****). The *P* value for the difference between *hot3-2* and *hot3-2 dcl2-1 dcl4-2* is shown horizontally. (*C*) Model of HOT3 coordinating late 40S maturation, translation initiation (I)–elongation (E) transition, and RNAi in *Arabidopsis*. Late 40S maturation coupled with 18S rRNA biogenesis is coordinated with mRNA translation initiation. In WT, 18S rRNA 3′ end maturation includes the 3′ to 5′ exonucleolytic processing from A2 to A1 hotspots by ribosome biogenesis factors (ovals) and AtNOB1 (scissor)-mediated complete removal of ITS1. HOT3/eIF5B1 facilitates these late 40S assembly events, thereby allowing translation-competent 80S ribosomes to undergo the transition from initiation to elongation. Dysfunction of HOT3 causes aberrant 18S rRNA maturation in 40S SSU biogenesis and constrains the formation of translation-competent 80S ribosomes, resulting in genome-wide ribosome stalling at the ATG start codon and reduced I–E transition. On the other hand, aberrant pre-rRNA processing or degradation triggers RNAi, resulting in the production of RDR1- and DCL2/4-dependent risiRNAs. risiRNAs in *hot3* are mainly distributed in ribosome-free fractions and barely affect ribosome biogenesis and genome-wide translation initiation.

## Discussion

The final steps in 18S rRNA maturation at the 3′ end have been unclear in plants. By developing and implementing 18S-ENDseq, we uncovered previously unknown events in 18S rRNA 3′ end maturation or metabolism. For example, 18S-A1 species representing processing hotspots between D and A2 sites were quantitatively defined, and adenylation of 18S-A1 and 18S-A2 was uncovered. Although much of the study was focused on *hot3-2*, in which 18S-A1/A2 species as well as their 3′ adenylated variants were increased in abundance, these processing or metabolic intermediates were also present in wild type. 18S species with heterogeneous 3′ extremities upstream of A2 were observed in *Arabidopsis* *rrp6l2* by 3′ RACE (25) and in rice by circular RT-PCR analysis (9), although they were not annotated as 18S-A1. In this study, with the highly quantitative 18S-ENDseq, we showed that the abundance of 18S-A1 species was actually higher than that of 18S-A2 species in wild type (*SI Appendix*, Fig. S5), suggesting that 18S-A1 species are processing or degradation intermediates. Given the heterogeneous ends of 18S-A1 species, we suspect that they are derived from 3′ to 5′ trimming of 18S-A2. The presence of multiple As at the 3′ ends of 18S-A2 is also consistent with 18S-A2 being trimmed from the 3′ end as adenylation is often associated with exosome-mediated 3′ to 5′ trimming in pre-rRNA maturation (48). In fact, nontemplated nucleotide additions were found for 18S rRNA species with 3′ ends between D and A2 sites in *Arabidopsis* *rrp6l2* and rice (9, 25), supporting the notion that plant cells employ progressive 3′ to 5′ exonucleolytic digestion after cleavage at A2 (25), like yeast and human cells (18, 68). We propose that 18S-A1/A2 species are the direct precursors to 18S rRNA, although it is also possible that they are intermediates in pre-rRNA degradation.

This study also uncovered two molecular functions of HOT3. One is that HOT3 is necessary for the 3′ end maturation of 18S rRNA. We found that, relative to mature 18S rRNA, the abundance of 18S-A1/A2 was 1.46% in wild type and reached 6.7% in *hot3-2*, suggesting that HOT3 is required for the removal of the 3′ extension in 18S-A1/A2 to produce the mature 18S rRNA. The decreased processing efficiency in *hot3* may lead to the lower 18S:25S rRNA ratio. Another function of HOT3 is to promote the transition from translation initiation to elongation, as evidenced by a global stalling of 80S ribosomes at the ATG start codon in *hot3-2* (Fig. 6*A*). In yeast, the physical interaction between pre-40S and 60S LSU triggers the GTPase activity of eIF5B/Fun12 to induce a structural rearrangement within pre-40S to allow NOB1 to cleave the extended tail of 18S (22). In light of the biochemical insights from yeast and our molecular and genomic results, we propose that HOT3 in *Arabidopsis* also works at the final stage in translation initiation to enable 18S rRNA maturation in 80S ribosomes. However, given that 18S-A1/A2 mainly resides in the 40S fraction, it is also possible that HOT3 acts in the 40S SSU to promote 18S rRNA 3′ end maturation.

We show that HOT3 also constrains RDR1- and DCL2/4-dependent risiRNA biogenesis. In *Arabidopsis*, risiRNA biogenesis has been reported to occur in two mutants with defects in pre-rRNA processing (17, 69), one being a null mutant of the nuclear exosome cofactor AtMTR4 and the other being *fry1*. A common feature among *mtr4*, *fry1*, and *hot3* mutants is that the risiRNAs are DCL2 and DCL4 dependent (17, 69). Interestingly, we note some differences in risiRNA biogenesis in the three mutants: risiRNAs are derived from the 5′ ETS P-P′ region in *mtr4* (69), from the transcribed spacers including 5′ ETS, ITS1, ITS2, and 3′ ETS in *fry1* (17), and mainly from the 3′ portion of 18S rRNA in *hot3* (this study). 

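In these libraries the transcribed spacers were compared with 18S in the same way. The 5′ ETS held 92.5 ± 6.3 CPM of 21-nt sRNAs (SD, n = 2) in WT, 224 ± 4.2 (SD, n = 2) in *hot3-2*, 192 ± 2.2 (SD, n = 2) in *hot3-3* and 79.3 ± 1.6 (SD, n = 2) in *HOT3-EYFP*. Its log2 fold change against WT was 1.28 in *hot3-2* (standard error 0.082, adjusted *p* = 3.32e-06 from edgeR) and 1.05 in *hot3-3* (standard error 0.082, adjusted *p* = 1.38e-05 from edgeR), both past the limits of a call. With the chromosome 2 or 3 copy that holds the most counts in place of their sum, the changes were 0.94 and 0.81, under the 2-fold limit, and with the counts outside rDNA, chloroplast and mitochondrion the change in *hot3-3* was 0.93. At 22 nt the 5′ ETS changed by 1.09 in *hot3-2*, past the limits, and by 0.74 in *hot3-3*, where a call needs an adjusted *p* under 0.05 without a fold limit. The 22-nt call in *hot3-2* was lost with every other library size in the plan, the lowest change being 0.73 with TMM normalization. In *HOT3-EYFP* the 21-nt change against WT was -0.22 (adjusted *p* = 0.221 from edgeR), and its sign depended on the library size, since it was 0.11 with TMM normalization and 0.15 with the counts outside rDNA, chloroplast and mitochondrion. The sRNAs of the 5′ ETS were not confined to 21 nt and 22 nt. In windows wholly inside it, the level in the *hot3* alleles was 1.55 higher on the log2 scale at 18 nt and 1.43 higher at 21 nt than in plants with functional HOT3, but only 0.35 higher at 24 nt (exact permutation test, *p* = 0.143).

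ITS1 and ITS2 were too short for the windows to separate well from 18S, 5.8S and 25S. For all windows centered in ITS1, the 21-nt log2 fold change was -0.10 in *hot3-2* and -0.28 in *hot3-3*. In the 3 windows wholly inside ITS1 it was 2.02 and 1.59, from 83 and 81 counts in the WT libraries, 347 and 339 in *hot3-2*, 255 and 288 in *hot3-3*, and 45 and 42 in *HOT3-EYFP*. Sums of 26 nt there rose about as much between the groups of 4 libraries as those of 21 nt, by 2.25 against 2.31, on 14 or fewer counts per library. For ITS2 the values were -1.11 and -1.16 over all its windows and 1.22 and 0.69 in the 2 windows wholly inside it, where no library had more than 72 counts. The sign at ITS2 also changed in the rDNA copy with the most counts, to 0.86 and 1.29, and the sign at ITS1 in *hot3-2* changed to 0.11 with library totals implied by Fig. S6B, an alternative chosen after seeing the data. In 5.8S the 21-nt change was -0.66 in *hot3-2* and -0.60 in *hot3-3*, and in the rDNA copy with the most counts it was past the 2-fold limit, at -1.28 and -1.10. The 300 bp after 25S, in 9 windows, held 975 ± 43 CPM of 21-nt sRNAs (SD, n = 2) in WT, 883 ± 11 (SD, n = 2) in *hot3-2*, 991 ± 14 (SD, n = 2) in *hot3-3* and 1123 ± 52 (SD, n = 2) in *HOT3-EYFP*, almost all in the chromosome 2 window that also holds the last bases of 25S (973 CPM in WT) and that the 3′ end of 25S includes too. The log2 fold change against WT was -0.14 in *hot3-2* and 0.024 in *hot3-3* (adjusted *p* = 0.0645 and 0.798 from edgeR). Its sign in *hot3-2* changed to 1.03 in the windows wholly after 25S and to 0.80 in the copy with the most counts, both with an unadjusted *p* over 0.05, and to 0.066 with the totals implied by Fig. S6B. In *hot3-3* it changed to -0.017 with TMM normalization, -0.025 with DESeq2's size factors, -0.096 with the counts outside rDNA, chloroplast and mitochondrion, and -0.021 without WT replicate 2. The 22-nt change was -0.65 in *hot3-2* and -0.82 in *hot3-3* (adjusted *p* = 0.105 and 0.0544 from edgeR), on 18.3 CPM or less in every genotype, and in *hot3-2* it became 0.064 in the windows wholly after 25S and 0.13 in the copy with the most counts. In none of the 4 genotypes did the 5′ ETS or the windows wholly inside ITS1 or ITS2 reach the 21-nt CPM of the 3′ region of 18S. That comparison does not locate the source of risiRNAs, since the 3′ region includes fragments of mature 18S and held 3198 CPM in WT. Against WT the spacers rose more than the 3′ region in both alleles. In *hot3-2* the log2 fold changes were 1.28 in the 5′ ETS, 2.02 inside ITS1 and 1.22 inside ITS2, against 0.59 in the 3′ region.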

The locations of risiRNAs along the pre-rRNA largely correlate with where the proteins act in pre-rRNA metabolism. For example, during early processing in the nucleus, the 5′ ETS is probably degraded by the nuclear exosome. In *mtr4*, the accumulation of the 5′ ETS P-P′ fragment could trigger RNAi (69). In *fry1*, the activities of nuclear XRN2 and XRN3 are compromised (17). These 5′ to 3′ exonucleases probably help to degrade the transcribed spacers after processing or trim these spacers during processing (43, 69). Their abnormal accumulation in *fry1* probably triggers RNAi. In *hot3*, the processing defect lies at the 3′ end of 18S rRNA, consistent with risiRNA accumulation in this region. Another difference is that risiRNA biogenesis requires RDR6 in *fry1* but RDR1 in *hot3*. We suspect that this has to do with the subcellular sites of risiRNA biogenesis. In *fry1*, the aberrant pre-rRNA processing events are early in the pathway, and the nontranscribed spacers probably never escape the nucleus. In *hot3*, the aberrant 18S-A1/A2 processing is at the late 40S maturation stage coupled with mRNA translation initiation, and thus, 18S-A1/A2 may reside in the cytoplasm. The different subcellular compartments of the precursor RNAs to risiRNAs may have dictated the RDR6 vs. RDR1 requirement. Consistent with this hypothesis, in *fry1*, coding gene–derived (i.e., mRNA-derived) siRNAs are RDR1 dependent, suggesting that RDR1 acts in the cytoplasm. It is also worth noting that viral infection can trigger the production of risiRNAs (a type of vasiRNA) in an RDR1-dependent manner (63, 70). It is possible that viral infection impacts pre-rRNA processing or rRNA metabolism to result in aberrant rRNA. Alternatively, RDR1, which is highly induced upon viral infection (71), can access abundant RNAs such as rRNAs.

Blocking risiRNA accumulation in *hot3-2 rdr1-1* or *hot3-2 dcl2-1 dcl4-2* did not rescue defects in morphology or 18S rRNA maturation in *hot3-2.* Similarly, the *mtr4 dcl2 dcl4* triple mutant did not rescue the *mtr4* single mutant in either morphological or rRNA metabolism defects (69). This indicates that risiRNAs in *mtr4* and *hot3* are by-products of rRNA metabolism without many effects on either plant morphology or rRNA maturation. For *fry1 rdr6* and *fry1 dcl2 dcl4*, blocking risiRNA biogenesis released the competition between risiRNAs and miRNAs for AGO1 occupancy and partially alleviated the leaf phenotype of *fry1* (17). We note that the abundance of risiRNAs is much higher in *fry1* (17) than in *hot3*, which could explain the lack of an inhibitory effect of risiRNAs on miRNAs in *hot3*. However, it remains possible that risiRNAs in *hot3* affect specific miRNAs or other siRNAs through competition for AGO1. It is also possible that risiRNAs can target other RNAs themselves.

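miRNA loci were examined in the same libraries, with 21-nt counts summed over the windows of each annotated *MIR* gene. Of 197 loci with at least 10 counts in at least 2 libraries, 30 rose and 26 fell in *hot3-2* against WT, past a fold change of 2 and an adjusted *p* under 0.01 from edgeR. In *hot3-3* 24 rose and 23 fell, and in *HOT3-EYFP* 1 rose and 11 fell. The median log2 fold change over the loci was 0.051 in *hot3-2*, 0.036 in *hot3-3* and -0.19 in *HOT3-EYFP*. With all counts in place of TMM normalization it was 0.25, 0.078 and -0.49, 37 loci rose and 17 fell in *hot3-2*, and 22 loci fell in *HOT3-EYFP*. The median in *hot3-3* was negative in all 4 fits that left out a library, from -0.095 to -0.0094. In *hot3-2* it ranged from 0.00 to 0.12 in such fits. With 20-nt to 22-nt counts the medians in the alleles were -0.043 and -0.055. A window can hold reads of *MIR* genes with the same mature sequence, which the counts do not separate.

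Among the 6 *TAS* genes, which give rise to trans-acting siRNAs, *TAS4* (AT3G25795) rose in both alleles, with log2 fold changes of 2.90 in *hot3-2* and 3.38 in *hot3-3* against 0.63 in *HOT3-EYFP*. *TAS2* (AT2G39681) changed by 1.10 in *hot3-2*, past the limits, and by 0.96 in *hot3-3*. With 20-nt to 22-nt counts the change in *hot3-2* was 0.92, under the 2-fold limit. *TAS1C* (AT2G39675) had log2 fold changes against WT of -0.58 in *hot3-2*, -0.84 in *hot3-3* and -0.66 in *HOT3-EYFP*. *TAS1A* changed by 0.21, -0.034 and -0.74 and *TAS1B* by 0.086, -0.088 and -0.56. *TAS3* changed by -0.019 in *hot3-2*, -0.12 in *hot3-3* and -0.45 in *HOT3-EYFP*. The signs of the changes near 0 depended on the setting. With all counts as library size *TAS3* in *hot3-2* was 0.19 (0.0076 without replicate 2 of *hot3-2*) and *TAS1A* in *hot3-3* was 0.0082, and with 20-nt to 22-nt counts *TAS1B* in *hot3-2* was -0.028. *MIR390a* (AT2G38325) changed by -0.57 in *hot3-2*, -0.44 in *hot3-3* and -0.34 in *HOT3-EYFP*, and *MIR390b* (AT5G58465) by -0.88, -1.15 and -0.78, of which only the change in *hot3-3* was called. With all counts as library size, *MIR390b* was called in *HOT3-EYFP* too, at -1.08, and without replicate 2 of *HOT3-EYFP* its change was past the 2-fold limit, at -1.06. No *TAS* gene was called in *HOT3-EYFP*, where all 6 had an unadjusted *p* under 0.05, and *TAS1A* was called there, at -1.04, with all counts as library size. For siRNAs of 21 nt and 22 nt in exons of 1275 protein-coding genes, 9 genes rose and 44 fell in *hot3-2*, 9 rose and 21 fell in *hot3-3*, and 2 rose and 3 fell in *HOT3-EYFP*. This balance depended on the library size. With all counts in place of TMM normalization, 20 rose and 17 fell in *hot3-2*, 11 rose and 14 fell in *hot3-3*, and 1 rose and 4 fell in *HOT3-EYFP*, and the median over the genes in *hot3-2* went from -0.18 to 0.16.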

In summary, our studies show that HOT3 coordinates 18S rRNA maturation and mRNA translation initiation in *Arabidopsis thaliana*, and this molecular function of HOT3 also suppresses RNAi of rRNAs (Fig. 6*C*). In WT under physiological conditions, upon endonucleolytic cleavage at the A2 site, 18S-A2 intermediates probably undergo 3′ to 5′ exonucleolytic processing to trim the 3′ ends to A1 hotspots. HOT3 may facilitate AtNOB1-mediated cleavage of 18S-A1/A2 species at the D site to remove the 3′ extensions in ITS1 for 18S rRNA maturation, thereby allowing 40S SSU to form translation-competent 80S ribosomes. On the other hand, and consistent with biochemical studies in yeast, our genome-wide ribosome profiling revealed a role of HOT3 in the transition from translation initiation to elongation. Therefore, it is likely that HOT3 coordinates 18S rRNA maturation and the final stage of translation initiation. Dysfunction of HOT3 causes aberrant 18S rRNA maturation in 40S SSU biogenesis and constrains the formation of translation-competent 80S ribosomes, leading to increased accumulation of 18S-A1/A2 and reduced levels of mature 18S rRNA. Dysfunction of HOT3 also causes genome-wide ribosome stalling at the ATG start codon during mRNA translation initiation. The aberrant rRNA maturation probably triggers RNAi to produce risiRNAs (Fig. 6*C*).

## Materials and Methods

### Plant Materials.

*Arabidopsis thaliana* mutants and transgenic lines used in this study are in the Columbia (Col-0) ecotype. The *hot3-2* allele (SALK_124251) was shared by Elizabeth Vierling and Huiru Peng (37). Further details can be found in *SI Appendix*, *Materials and Methods*.

### 18S-ENDseq Library Construction and Analysis.

The 18S-ENDseq library construction pipeline was adapted from the circular RT-PCR assay (40, 41) with modifications. RNA self-ligation was followed by reverse transcription with the RT primer 18c2 using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher, K1621). A custom-made universal primer (Uni-r5) containing the Illumina P5 sequence and 12 indexed Illumina P7 primers in *SI Appendix*, Table S1 were then employed to amplify 18S-ENDseq libraries. PCR products were size-selected, and the barcoded libraries were pooled for pair-end 150-bp sequencing in an Illumina HiSeq 2500 machine. Further details can be found in *SI Appendix*, *Materials and Methods*.

### sRNA Sequencing and risiRNA Analysis.

Here, 20 μg total RNA was resolved on a 15% urea polyacrylamide gel, and sRNAs of 18 to 40 nucleotides (nt) were recovered from excised gel pieces corresponding to RNAs of this size range. Small RNA libraries were constructed following instructions from the NEBNext Multiplex Small RNA Library Prep Set for Illumina (E7300). The resulting data were analyzed by a homemade pipeline pRNASeqTools v0.8 (https://github.com/grubbybio/pRNASeqTools). Further details can be found in *SI Appendix*, *Materials and Methods*.

### RNA-seq and Ribo-seq Library Construction.

Polyadenylated RNA isolated from total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490L) was subjected to RNA-seq library construction with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, E7420L). Ribosome profiling libraries were generated based on a published protocol (64) with some modifications. Further details can be found in *SI Appendix*, *Materials and Methods*.

Additional methods are available in *SI Appendix*, *Materials and Methods*.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

All sequencing data have been deposited in the Gene Expression Omnibus under the accession GSE223172 (72). All study data are included in the article and/or *SI Appendix*.

# Supplementary material for: Arabidopsis HOT3/eIF5B1 constrains rRNA RNAi by facilitating 18S rRNA maturation
**Source:** Proc Natl Acad Sci U S A. 2023 Apr 3;120(15):e2301081120. doi: 10.1073/pnas.2301081120
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

**Arabidopsis HOT3/elf5B1 constrains rRNA RNAi by facilitating 18S rRNA maturation**

Runlai Hang, Ye Xu, Xufeng Wang, Hao Hu, Nora Flynn, Chenjiang You, and Xuemei Chen

Chenjiang You

### **This PDF file includes:**

Extended Materials and Methods

Figures S1 to S8

Tables S1

SI References

## Extended Materials and Methods

### Plant materials and growth conditions

*Arabidopsis* mutants and transgenic lines used in this study are in the Columbia (Col-0) ecotype. The *hot3-2* allele (SALK\_124251) was shared by Dr. Elizabeth Vierling and Dr. Huiru Peng (1). The T-DNA insertion mutants of *hot3-3* (SAIL\_1147\_G06) and *sgs3-14* (SALK\_001394) were from the *Arabidopsis* Biological Resource Center. The double mutants of *rdr1-1* (SAIL\_672F11) *rdr6-15* (SAIL\_617\_H07) and *dcl2-1* (SALK\_064627) *dcl4-2* (GABI\_160G05) were as described (2). Additional mutants including *hot3-2 sgs3-14*, *hot3-2 rdr6-15*, *hot3-2 rdr1-1*, *hot3-2 dcl2-1 dcl4-2*, and *hot3-2 rdr1-1 rdr6-15* were generated by genetic crosses. Mutants were confirmed by genotyping using primers as shown in Supplemental Table S1. Plants were grown in soil in growth rooms or on 1/2 Murashige & Skoog Modified Basal Salt Mixture (PhytoTech Labs, M524) plus 1% Sucrose (Fisher Scientific, BP220-10) and 0.8% Agar (Sigma-Aldrich, A1296) in growth chambers at 22°C under full-spectrum white fluorescent light under long-day (16 h light/8 h dark) conditions. Inflorescence or 18-day-old seedlings were collected, frozen in liquid nitrogen, and stored in -80°C until used.

### Generation of transgenic complementation lines of *HOT3::HOT3-EYFP* in the *hot3-2* background

A 6.416-kbp genomic fragment of *HOT3* (AT1G76810), corresponding to the region from base 28,667,024 to 28,673,439 of *Arabidopsis* chromosome 1 annotated in National Center for Biotechnology Information, was amplified by *HOT3g\_FP* and *HOT3g\_RP* (Table S1). The DNA fragment containing the *HOT3* promoter plus 5' UTR (1.474kb) and coding region without the stop codon was subcloned into TSK108 at *EcoRI* and *BamHI* sites by using NEBuilder® HiFi DNA Assembly Master Mix (NEB, E2621L). After confirmation by DNA sequencing, the *HOT3* genomic DNA (*HOT3g*) was cloned into the destination vector pGWB640 using Gateway LR Clonase II Enzyme mix (Thermo Fisher, 11791100) to generate pGWB640-*HOT3g*, in which *HOT3* is fused to EYFP and driven by the *HOT3* promoter. After the plasmid was introduced into the *Agrobacterium tumefaciens* strain GV3101, transformation was done using the floral dipping method (3) in the *hot3-2* background. *HOT3::HOT3-EYFP hot3-2* transgenic lines were selected in soil by Basta (Glufosinate Ammonium). Transgenic lines were confirmed by fluorescence py detection for EYFP signals.

### Determination of *HOT3*'s subcellular localization

A 3.954-kb genomic fragment of the nucleolar marker Fibrillarin 2 (*FIB2*) (At4g25630), comprising 1.99-kb promoter + 5' UTR and 1.964-kb gene body region, was amplified by *FIB2g\_FP* and *FIB2g\_RP* and cloned into TSK108 at *EcoRI* and *BamHI* sites by using the NEBuilder® HiFi DNA Assembly Master Mix (NEB, E2621L). After DNA sequencing, *FIB2g* was subcloned into pGWB5017, which was reported before (4), to generate the destination construct pGWB5017-*FIB2g*, in which *FIB2* is fused to *mRuby* and driven by the *FIB2* promoter. After the plasmid was introduced into the *Agrobacterium tumefaciens* strain GV3101, plant transformation was performed with *HOT3::HOT3-EYFP hot3-2* plants homozygous for both *HOT3::HOT3-EYFP* and *hot3-2*. The 10-day-old T1 lines of *FIB2::FIB2g-mRuby* in the *HOT3::HOT3-EYFP hot3-2* background were selected by 25 µg/mL hygromycin B (Roche, 10843555001) on MS medium, and stained with 10 µg/mL propidium iodide (PI) and 1 mg/ml DAPI for 1 min. PI/*mRuby* and EYFP were visualized using wavelengths of 600–640 nm and 500–540 nm, respectively. Images were taken with a Zeiss LSM510 inverted confocal microscope.

### Northern blot analysis for rRNAs and small RNAs

Total RNA was isolated from 18-day-old seedlings using TRI Reagent (MRC, TR118) according to the manufacturer's instructions. Three micrograms of total RNA were separated on a 1.2% (wt/vol) agarose/formaldehyde gel and transferred to an Hybond N+ hybridization membrane (Cytiva, RPN303B) by capillary elution, for rRNA detection (5, 6). Five or ten micrograms of total RNA were separated on a 15% (wt/vol) acrylamide/7 M urea gel and transferred to an Hybond NX membrane (Cytiva, RPN303T) by electrotransfer for small RNA detection. The 5'-end labeling of short DNA oligonucleotides was performed with  $\gamma$ -32P-ATP (PerkinElmer, NEG502A001MC) and T4 polynucleotide kinase (NEB, M0201). The labeling of longer DNA fragments was performed with  $\alpha$ -32P-dCTP (PerkinElmer, NEG513H500UC) and Random Primer DNA Labeling Kit Ver.2.0 (TAKARA, 6045). Hybridization was performed overnight in Church buffer (7) at 55°C for rRNA and 45°C for sRNA. Membranes were washed and exposed to a phosphor screen (GE Healthcare), and radioisotope signals were detected by a Typhoon TRIO scanner (GE Healthcare). A list of primers is provided in Supplemental Table S1.

### **Polyribosome isolation and sucrose gradient fractionation**

Polyribosome isolation and fractionation were performed according to the method described before (8, 9), with minor modifications. Approximately 0.25g of frozen seedling or inflorescence was ground into fine powder in liquid nitrogen. One milliliter of polysome extraction buffer (PEB) (0.2M Tris-HCl pH8.0, 0.2M KCl, 35mM MgCl<sub>2</sub>, 25mM EGTA, 1% TritonX-100, 2% polyoxyethylene-10-tridecyl ether (PTE), 100mM 2-Mercaptoethanol, 25ug/ml cycloheximide (CHX), 100ug/ml chloramphenicol (CHL) and 0.5mg/ml heparin) was added and mixed thoroughly with the powder. After 10 minutes incubation on ice, cell debris was removed by centrifugation for 5 min at 12,000 rpm in a microcentrifuge at 4 °C. Sodium deoxycholate (DOC) was added to the supernatant to a final concentration of 0.5%, and the lysate was kept on ice for 5 min. After centrifugation for 15 min at 12,000 rpm in a microcentrifuge, the supernatant was transferred to a new 1.5ml RNase-free tube and marked as PEB-input. 0.5 ml of the PEB-input was loaded onto a 4.4-ml sucrose gradient (15-55% Sucrose in 40mM Tris-HCl pH8.0, 20mM KCl, 10mM MgCl<sub>2</sub>, 25ug/ml CHX, 100ug/ml CHL, 0.5mg/ml heparin). After ultracentrifugation in a Beckman SW-55Ti rotor at 45,000 rpm for 65 minutes at 4°C, density gradient fractionation (Brandel, SYN-202) was performed as described before (10, 11). The fluid speed was 1.5 ml/min, and collection time for each fraction was 19 seconds. Ethylenediamine tetraacetic acid (EDTA) and sodium dodecyl sulfate (SDS) were added to 20mM and 0.5%, respectively, into each fraction at room temperature. RNA was immediately extracted from each fraction using TRI-reagent (MRC, TR118) according to the manufacturer's instructions. Pelleted RNA was resuspended in 25ul RNase-free ddH<sub>2</sub>O for library construction or TE buffer (10mM Tris-HCl pH7.5, 1mM EDTA) for northern blot assays. 5ul (20%) of RNA in each fraction was used in northern blot assays for rRNAs or rsiRNAs.

### **Circular RT-PCR**

The circular RT-PCR assay was performed as described previously (5, 12) with minor modifications. 1.5ug of total RNA was self-ligated into circular RNA by 30 units T4 RNA ligase 1 (New England Biolabs, M0437M) in the reaction mixture containing 10 mM ATP and 40 units RiboLock RNase Inhibitor (Thermo Fisher, EO0381) in thermomixer at 37 °C for 2 h. Circularized RNA was recovered by Phenol-chloroform extraction and ethanol precipitation in the presence of 0.3 M sodium acetate (pH 5.2) and 1ug glycogen (Thermo Fisher, R0551). Then RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher, K1621) was used for the reverse transcription step using 2 pmol of either 18c2 or 25c1 as the RT primer. PCR reactions were done using OneTaq® Quick-Load® 2X Master Mix with Standard Buffer (New England Biolabs, M0486L) for 14 cycles. DNA products were resolved in a 1% agarose gel and bands, bands were excised from the gel, and the DNA was recovered by Zymoclean Gel DNA Recovery Kit (Zymo, D4008) and cloned in the pJET1.2/blunt vector by CloneJET PCR cloning kit (Thermo Fisher, K1232). Positive clones were further verified by colony PCR using pJET1.2 forward and reverse sequencing primers. Candidate clones were subjected to sanger sequencing, using the pJET1.2 sequencing primer. DNA sequencing data were analyzed by combining Basic Local Alignment Search Tool (BLAST)

from the National Center for Biotechnology Information (NCBI) and the home-made 45S rDNA reference (13). A complete list of primers is provided in Supplemental Table S1.

### **18S-ENDseq library construction and analysis**

The 18S-ENDseq library construction pipeline was adapted from the circular RT-PCR assay with modifications. 1.5ug of RNA was used for RNA self-ligation followed by reverse-transcription with the RT-primer 18c2, using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher, K1621). A custom-made universal primer (Uni-r5) containing the Illumina P5 sequence and 12 indexed Illumina P7 primers in Table S1 were then employed to amplify 18S-END libraries, using the SYBR-Green qPCR Supermix (BioRad, 170-8882) in a CFX96 Real-Time system (BioRad, C1000 Touch) for 15 cycles. PCR products were size selected in an agarose gel and recovered by QIAEX II Gel Extraction Kit (150) (QIAGEN,20021), or directly purified with AMPure XP Beads (Beckman, A63881). After quality control and quantification with a Bioanalyzer (Agilent, 2100), the barcoded libraries were pooled for pair-end 150-bp sequencing in an Illumina HiSeq 2500 machine. A list of oligonucleotides is provided in Supplemental Table S1. For non-polysomal and polysomal RNAs, heparin was replaced by SUPERase•In™ RNase Inhibitor (Thermo Fisher, AM2694) during polysome isolation and fractionation. The final concentrations of the RNase Inhibitor were 40U/ml and 4U/ml in PEB and in the 15%-55% sucrose gradient, respectively. Input RNA was extracted from PEB-input, non-polysomal RNA was extracted from fractions 1 to 4, and polysomal RNA was extracted from fractions 8-12. Resulting reads were first trimmed to remove the 5' adapter (GGATCAACCAGGTA) and then mapped to the 45S rDNA reference that was generated based on earlier reports (13-17) using STAR v2.7.9a with parameters "--outSAMmultNmax 1 --outFilterMultimapNmax 50 --outFilterMismatchNoverLmax 0.1". A homemade Perl script was used to extract, characterize, and count the 3' end of each mapped read.

### **sRNA sequencing and risiRNA analysis**

20ug total RNA was resolved on a 15% urea-polyacrylamide gel (Urea-PAGE) and small RNAs of 18~40 nucleotides (nt) were recovered from excised gel pieces corresponding to RNAs of this size range. Small RNA libraries were constructed following instructions from the NEBNext Multiplex Small RNA Library Prep Set for Illumina (E7300). The barcoded libraries were pooled for pair-end 150-bp sequencing in an Illumina HiSeq 2500 instrument. The resulting data were analyzed by a homemade pipeline pRNASeqTools v0.8 (<https://github.com/grubbybio/pRNASeqTools>). For risiRNA analysis, the raw reads were trimmed to remove the 3' adaptor sequences and filtered based on size (18–42 nt) and quality using cutadapt v4.1. Trimmed reads then were aligned to the 45S rDNA reference (13-17) using ShortStack v3.452 with parameters '-bowtie\_m 1000 -ranmax 50 -mmap u -mismatches 1'. Reads corresponding to each rDNA features were split based on strandedness, counted by featureCounts v2.0.3, and normalized to total mapped reads. Differential features with ribosomal siRNAs (fold change  $\geq 2$  and P value  $< 0.01$ ) were identified by DESeq2.

### **RNA-seq and Ribo-seq library construction**

Total RNA was extracted directly from tissue powder using TRI-reagent (MRC, TR118). Polyadenylated RNA isolated from total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490L) was subjected to RNA-seq library construction with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, E7420L). The barcoded libraries were pooled for pair-end 150-bp sequencing in an Illumina Novaseq 6000. Ribosome profiling libraries were generated based on a published protocol (18) with some modifications as detailed below. 0.2g of inflorescence tissue was ground into fine powder in liquid nitrogen and the powder was lysed in 0.45ml Buffer D, which consists of 100 mM Tris-HCl pH8.0, 40 mM KCl, 20 mM MgCl<sub>2</sub>, 2% (v/v) polyoxyethylene (10) tridecyl ether (Sigma-Aldrich, P2393), 0.5% (w/v) sodium deoxycholate (Sigma-Aldrich, D6750), 1mM dithiothreitol (Thermo-Fisher, R0861), 100 ug/ml cycloheximide (Sigma-Aldrich, C1988) and 10 U/ml DNase I (Roche, 4716728001). After 10 minutes incubation on ice, two rounds of centrifugation at 14,000 rpm for 10 minutes at 4°C were applied to generate

cleared supernatant marked as total lysate. The OD<sub>260</sub> of the cleared total lysate was measured by a NanoDrop spectrophotometer (Thermo Scientific, ND-2000), using Buffer D as the blank. Around 2,000U OD<sub>260</sub> of the total lysate was treated with 75U RNase I (Thermo Fisher, AM2294) at 23°C for 1 hour. The reaction was stopped by adding 300U SUPERase•In RNase Inhibitor (Thermo Fisher, AM2694) and further processed with Amersham MicroSpin S-400 HR columns (Cytiva, 27514001). Ribosome protected footprints (RPFs) were isolated and purified using the RNA Clean & Concentrator-5 kit (Zymo Research, R1016). Later, rRNA depletion was performed as described before (19), using Dynabeads MyOne Streptavidin C1 (Thermo Fisher, 65001) and custom-made biotinylated DNA oligonucleotides listed in Table S1. The rRNA-depleted RPFs were concentrated by the RNA Clean & Concentrator-5 kit and fragments of 20-nt to 40-nt were selected from a 15% urea-PAGE gel. Sliced gel pieces were ground by RNase-free 1ml Olympus Premium Reach Pipet Tips (Genesee Scientific, 23-165RL). Extraction buffer (0.5M ammonium acetate, 10% SDS) was added to extract RPFs at room temperature for 2 hours. Gel debris was removed by Corning Costar Spin-X centrifuge tube filters (Sigma-Aldrich, CLS9301). RPFs were precipitated by incubation with 1ul glycogen (Thermo Fisher, R0551) and 3 volumes of 100% ethanol at -20°C overnight. End repair was performed for RPFs using T4 PNK without ATP for 30 minutes at 37°C, followed by 5' phosphorylation with ATP for additional 30 minutes at 37°C. RPFs recovered from the reactions were dissolved in 3ul RNase-free ddH<sub>2</sub>O and subjected to small RNA library construction using NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, E7300). The barcoded libraries were pooled for pair-end 150-bp sequencing in an Illumina HiSeq X instrument.

### RNA-seq and Ribo-seq reads processing

RNA-seq and Ribo-seq reads were processed with the pRNaseqTools pipeline (<https://github.com/grubbybio/pRNaseqTools>). Briefly, for RNA-seq, paired raw reads were trimmed with cutadapt v4.1 (20), and then mapped to the Arabidopsis genome TAIR10 (<https://www.arabidopsis.org>) by STAR v2.7.9a (21) with parameters "--outSAMmultNmax 1 --outFilterMultimapNmax 50 --outFilterMismatchNoverLmax 0.1". Only properly and uniquely mapped read pairs were counted by featureCounts v2.0.3 (22) for downstream analyses. For Ribo-seq, raw reads were also trimmed by cutadapt, and 18-42 nt reads were mapped by STAR.

### P-site and ORF identification

RPFs were processed using the RiboTaper pipeline (23). Briefly, metaplots for all RPFs from 6 samples around the start and stop codons were created by 'create\_metaplots.bash', and the P-site offset for RPFs in each length was determined accordingly. Next, 'Ribotaper.sh' was called to identify ORFs with options '26,27,28,29 10,11,12,13'.

### ATG stalling index calculation

The number of P-sites mapped to the ORF (ORF) of each gene ( $N_{ORF}$ ) was counted using P-sites outputs by RiboTaper. P-sites that coincide with ATG translation initiation sites (ATG) were counted by featureCounts separately to obtain  $N_{ATG}$ . The ATG stalling index for each gene was calculated using the following equation:

$$ATG\ stalling\ index = \frac{N_{ATG}}{N_{ORF}}$$

## Supplemental Figures

A

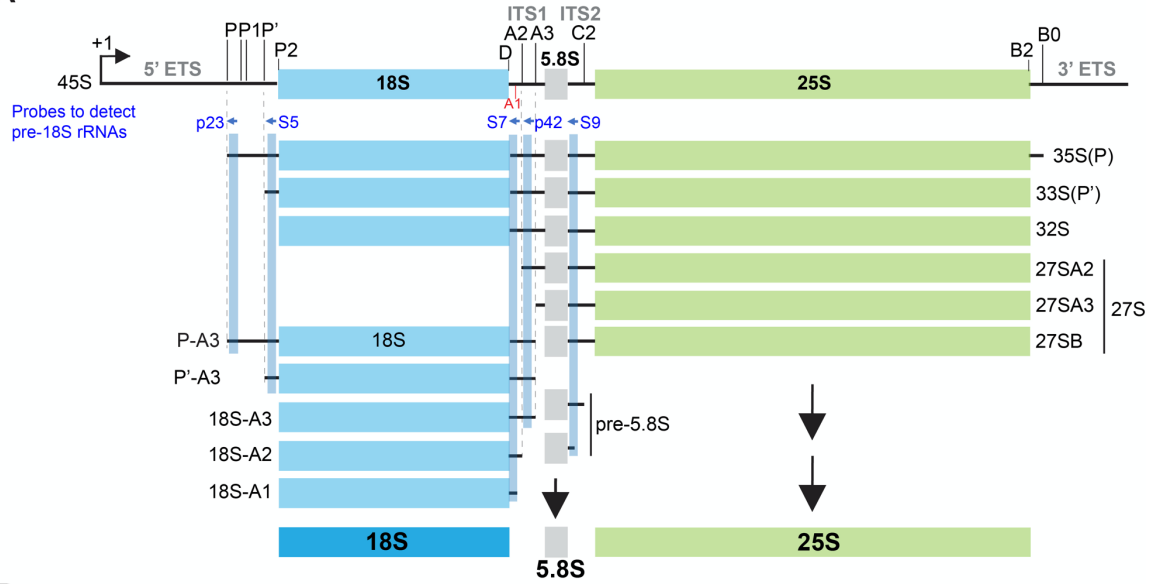

B

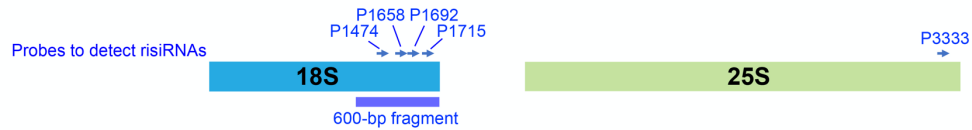

**Fig. S1. Schematic representation of 45S rDNA and the probes used to detect pre-18S rRNAs and risiRNAs.**

A. 45S rDNA structure, pre-rRNAs, and probes to detect pre-18S rRNA processing intermediates. The blue and green rectangles represent mature 18S and 25S rRNAs, respectively. The full-length pre-rRNA (45S) is shown above with various processing intermediates shown below. +1, transcription start site. The vertical lines above and below the 45S diagram represent processing sites. DNA probes are illustrated in blue with p23 and S5 in 5' ETS, S7 and p42 in ITS1, and S9 in ITS2.

B. DNA probes to detect risiRNAs. For 18S-risiRNAs detection, four DNA oligonucleotides (P1474, P1658, P1692, and P1715 indicated by arrows) and one 600-bp fragment (indicated by the rectangle) are used. The DNA oligonucleotide P3333 is used for 25S-risiRNA detection. The sequences of the DNA oligonucleotides can be found in Table S1. The 600-bp fragment was amplified by PCR using primers R069 and R070 (see Table S1 for their sequences).

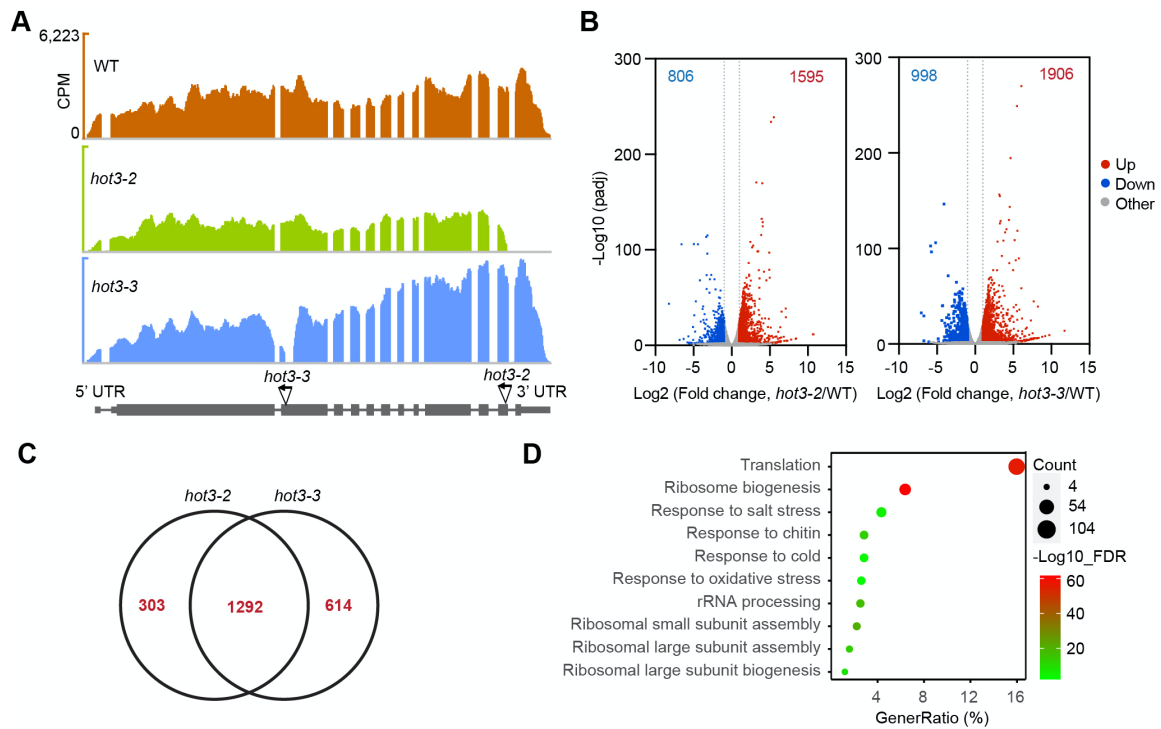

**Fig. S2. Expression of genes in ribosome biogenesis and translation is up regulated in *hot3* mutants.**

A. Genome browser views of *HOT3* transcripts from WT, *hot3-2*, and *hot3-3*. The gene model and the relative T-DNA insertion sites in *hot3-2* and *hot3-3* are shown below. All three genotypes share the same CPM (Counts Per Million) scale bar.

B. Volcano plots for differentially expressed genes (DEGs) in *hot3-2* and *hot3-3* seedlings. Genes with significant changes (adjusted  $P < 0.01$ ;  $\log_2$  fold-change (*hot3*/WT)  $\geq 1$  or  $\leq -1$ ) are marked in red and blue.

C. Venn diagram to show upregulated DEGs shared by *hot3-2* and *hot3-3*.

D. Gene ontology (GO) term enrichment plot for the 1292 shared upregulated DEGs in *hot3* alleles in (C). Top GO terms of up-regulated DEGs with FDR  $< 0.01$  are shown.

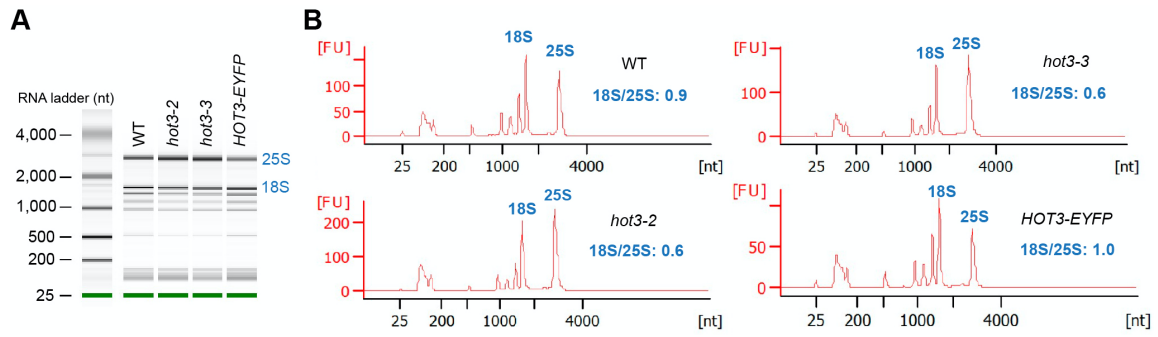

**Fig. S3. The ratio of 18S vs. 25S rRNAs is decreased in *hot3* alleles.**

A. Bioanalyzer analysis for total RNAs from 18-day-old seedlings of WT, *hot3-2*, *hot3-3*, and *HOT3::HOT3-EYFP hot3-2* (*HOT3-EYFP*). The cytoplasmic 25S and 18S rRNAs are indicated in blue text.

B. Quantification of the 18S/25S ratio in each background.

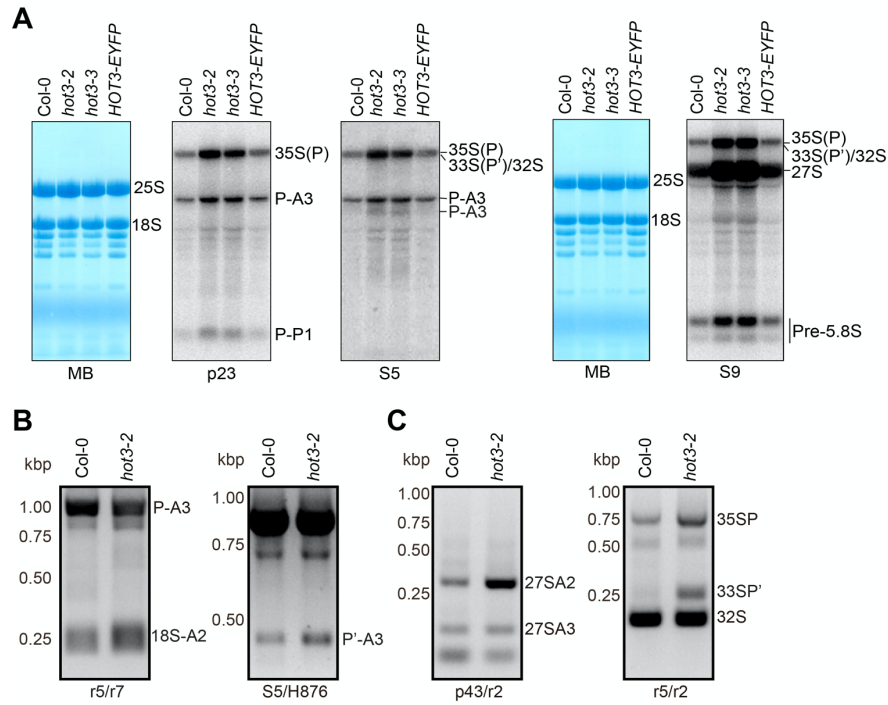

**Fig. S4. Northern blotting and cRT-PCR analyses to characterize rRNAs in WT and *hot3*.**

A. Northern blots with probes p23, S5, and S9 for seedling total RNAs from WT, *hot3-2*, *hot3-3*, and *HOT3::HOT3-EYFP hot3-2* (*HOT3-EYFP*). Blots of p23 and S5 share the same membrane. The methylene blue (MB)-stained membrane is shown on the left.

B-C. Circular RT-PCR analysis to examine pre-rRNAs in WT and *hot3-2*. cDNAs reverse transcribed by the primer 18c2 were amplified to capture pre-18S processing intermediates, including P-A3 and 18S-A2 by r5/r7 primers and P'-A3 by S5/H876 primers (B). cDNAs reverse transcribed by 25c1 were amplified to capture 27S intermediates 27SA2 and 27SA3 by p43/r2 primers, and early pre-rRNA transcripts 35SP, 33SP' and 32S by r5/r2 primers (C). Refer to Fig. 1D for the positions of primers and Fig. S3A for the various pre-rRNA processing intermediates.

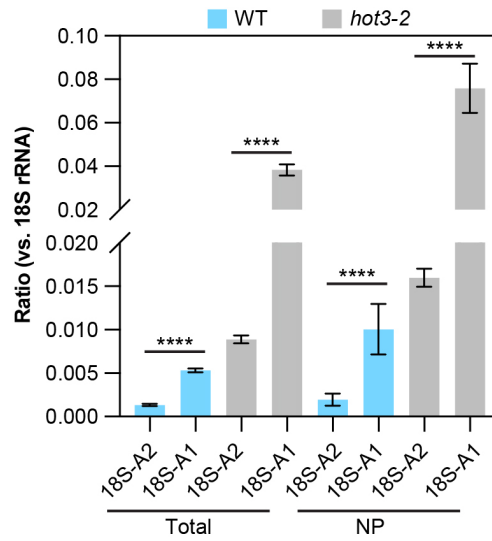

**Fig. S5. Abundance of 18S-A1 and 18S-A2 in total and non-polysome (NP) fractions as determined by 18S-ENDseq.**

The abundance of 18S-A1 or 18S-A2 was normalized against that of 18S rRNA. Mean values of 4 replicates with standard deviation are shown. The unpaired nonparametric t-test was used to evaluate significance of differences between WT and *hot3-2*. \*\*\*\*,  $P < 0.0001$ .

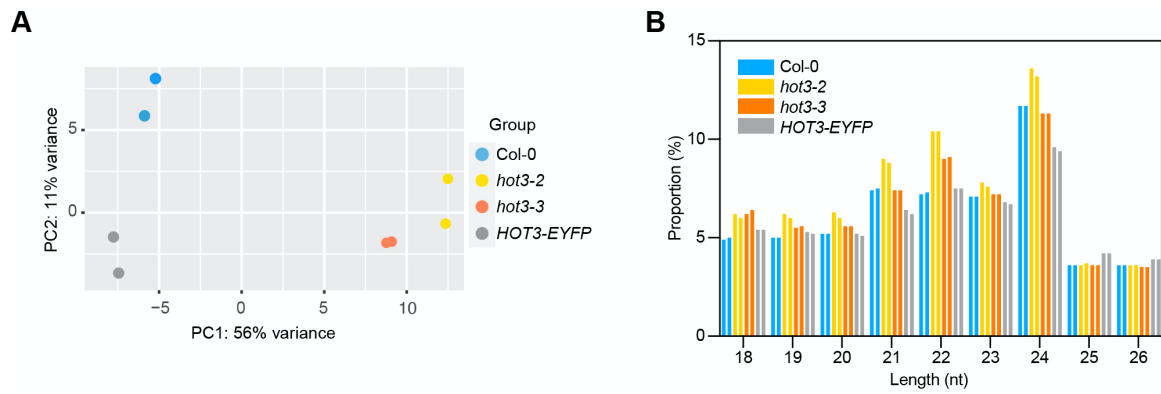

**Fig. S6. Quality control of small RNA sequencing libraries.**

A. Principal components analysis (PCA) analysis of small RNA-seq libraries. Two independent replicates for each genetic background were consistent. Small RNAs assigned to 100-bp non-overlapping windows along chromosomes in each library were used for the PCA analysis.

B. Length distribution of 18-26 nt small RNAs that were mapped to the genome in different backgrounds.

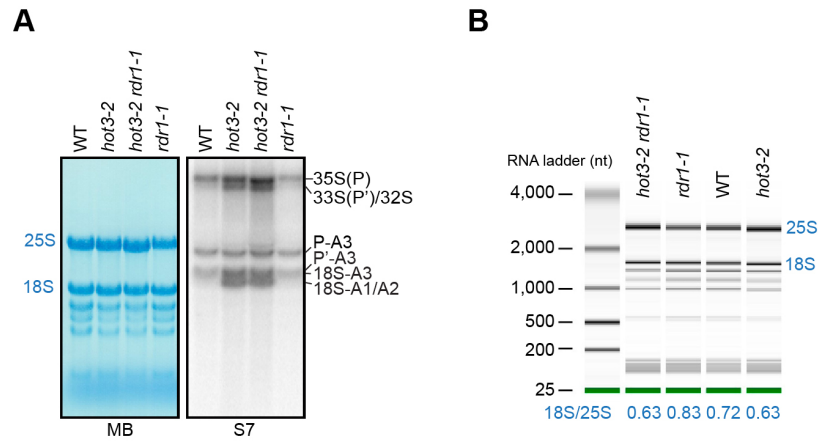

**Fig. S7. Blocking risiRNA biogenesis does not rescue 18S rRNA maturation defects in *hot3-2*.**

A. A northern blot with the probe S7 for seedling total RNAs from WT, *hot3-2*, *hot3-2 rdr1-1*, and *rdr1-1*. The *hot3-2* and *hot3-2 rdr1-1* plants have similar pre-18S processing defects.

B. Bioanalyzer analysis for seedling total RNAs from WT, *hot3-2*, *hot3-2 rdr1-1*, and *rdr1-1*. The ratio of 18S vs. 25S rRNAs is shown below the image. The *hot3-2* and *hot3-2 rdr1-1* plants have reduced levels of 18S rRNAs.

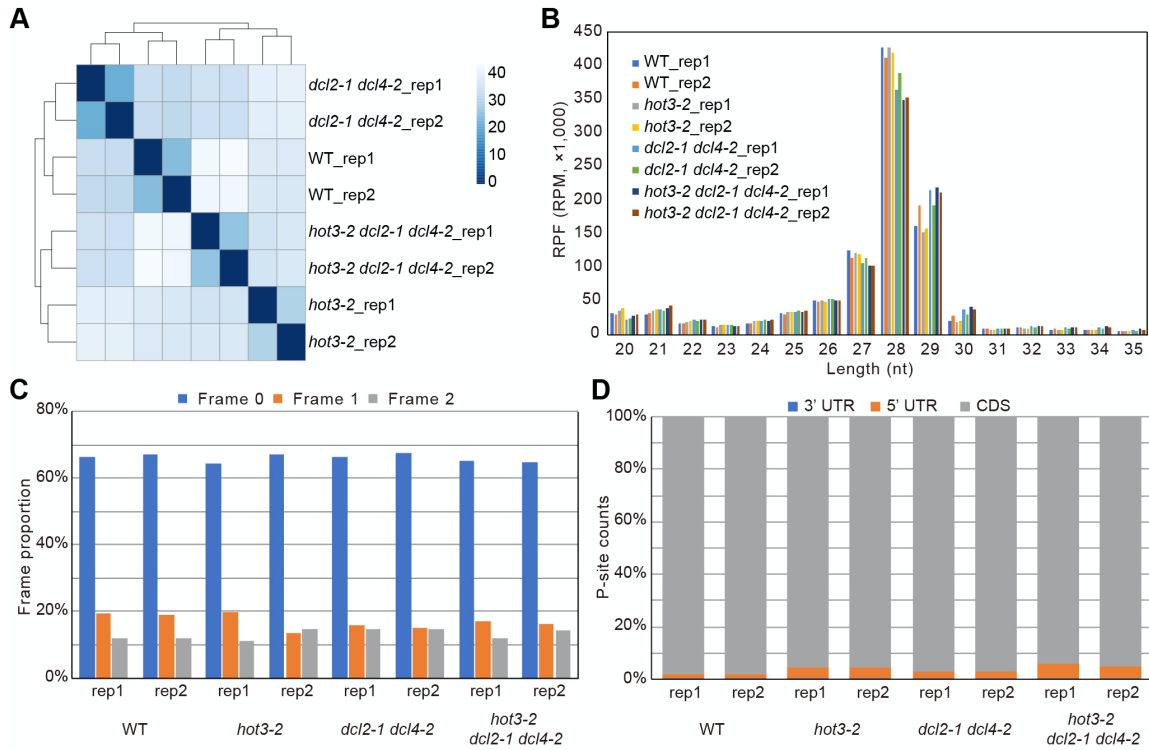

**Fig. S8. Quality of Ribo-seq datasets.**

A. Hierarchical clustering for Ribo-seq datasets. The euclidean distances of samples were calculated by 'regularized log' transformed, normalized P-sites per gene. Rep, independent replicates.

B. Length distribution of normalized RPFs in RPM (reads per million mapped RPFs) in Ribo-seq libraries in this study.

C. Proportions of ribosome protected fragments (RPFs) at each of the three reading frames as revealed by ribosome profiling. RPFs of 26-29 nucleotides from all transcripts were included in the analysis. Frame 0 is the frame of annotated ORFs.

D. Distribution of P-site reads mapped to coding genes.

**Table S1.** List of primers used in this study. All sequences are given from 5'–3'.

|             |                                                                                              |                       |
|-------------|----------------------------------------------------------------------------------------------|-----------------------|
| Ch23S_1240  | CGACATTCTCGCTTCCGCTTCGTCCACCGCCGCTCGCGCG/3Bio-TEG/                                           | 23S rRNA<br>depletion |
| Ch23S_1920  | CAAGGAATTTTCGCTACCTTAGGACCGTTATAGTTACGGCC/3Bio-TEG/                                          |                       |
| Ch23S_440   | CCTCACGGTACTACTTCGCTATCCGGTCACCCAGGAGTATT/3Bio-TEG/                                          |                       |
| P7_Index48  | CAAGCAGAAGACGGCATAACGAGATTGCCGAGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  | 18S-<br>ENDseq        |
| P7_Index47  | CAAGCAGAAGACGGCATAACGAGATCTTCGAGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index46  | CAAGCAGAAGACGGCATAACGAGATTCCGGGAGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT |                       |
| P7_Index45  | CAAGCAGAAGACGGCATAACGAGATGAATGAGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index44  | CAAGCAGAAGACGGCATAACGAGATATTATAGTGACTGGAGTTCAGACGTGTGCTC<br>TTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index43  | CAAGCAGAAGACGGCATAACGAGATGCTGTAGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index41  | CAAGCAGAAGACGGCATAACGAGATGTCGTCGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index39  | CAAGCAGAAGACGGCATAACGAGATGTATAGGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index38  | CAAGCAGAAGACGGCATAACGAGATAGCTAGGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index37  | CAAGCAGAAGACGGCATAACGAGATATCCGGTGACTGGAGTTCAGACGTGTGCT<br>CTTCCGATCT GAATGATCCGGTGAAGTGTTT   |                       |
| P7_Index29  | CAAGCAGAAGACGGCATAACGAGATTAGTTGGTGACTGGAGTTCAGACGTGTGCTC<br>TTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P7_Index28  | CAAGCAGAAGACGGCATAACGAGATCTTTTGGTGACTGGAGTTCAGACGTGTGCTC<br>TTCCGATCT GAATGATCCGGTGAAGTGTTT  |                       |
| P5 (Uni_r5) | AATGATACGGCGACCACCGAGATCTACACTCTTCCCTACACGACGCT CTT CCG<br>ATCT TGCATGGCTTAATCTTTGAGAC       |                       |

The abbreviation of 3Bio-TEG represents a biotin modifier with a tetraethyleneglycol (TEG) spacer on the 3'-end of the DNA. It is the same notation used by the DNA supplier (Integrated DNA Technologies, Coralville, IA, USA).

## SI References

1. L. Zhang *et al.*, Mutations in eIF5B Confer Thermosensitive and Pleiotropic Phenotypes via Translation Defects in *Arabidopsis thaliana*. *Plant Cell* **29**, 1952-1969 (2017).
2. X. B. Wang *et al.*, The 21-nucleotide, but not 22-nucleotide, viral secondary small interfering RNAs direct potent antiviral defense by two cooperative argonautes in *Arabidopsis thaliana*. *Plant Cell* **23**, 1625-1638 (2011).
3. X. Zhang, R. Henriques, S. S. Lin, Q. W. Niu, N. H. Chua, Agrobacterium-mediated transformation of *Arabidopsis thaliana* using the floral dip method. *Nat Protoc* **1**, 641-646 (2006).
4. B. Zhang *et al.*, Linking key steps of microRNA biogenesis by TREX-2 and the nuclear pore complex in *Arabidopsis*. *Nat Plants* **6**, 957-969 (2020).
5. R. Hang *et al.*, *Arabidopsis* protein arginine methyltransferase 3 is required for ribosome biogenesis by affecting precursor ribosomal RNA processing. *Proc Natl Acad Sci U S A* **111**, 16190-16195 (2014).
6. R. Hang *et al.*, Ribosomal RNA Biogenesis and Its Response to Chilling Stress in *Oryza sativa*. *Plant Physiol* **177**, 381-397 (2018).
7. G. M. Church, W. Gilbert, Genomic sequencing. *Proc Natl Acad Sci U S A* **81**, 1991-1995 (1984).
8. A. Barkan, Nuclear Mutants of Maize with Defects in Chloroplast Polysome Assembly Have Altered Chloroplast RNA Metabolism. *Plant Cell* **5**, 389-402 (1993).
9. A. Barkan, Proteins encoded by a complex chloroplast transcription unit are each translated from both monocistronic and polycistronic mRNAs. *EMBO J* **7**, 2637-2644 (1988).
10. S. Li, The Isolation of Total and Membrane-Bound Polysomes from *Arabidopsis* and the Detection of Their Associated AGO1 and sRNAs. *Methods Mol Biol* **1932**, 317-333 (2019).
11. Y. Zhao, S. Li, Isolation of Cytosol, Microsome, Free Polysomes (FPs) and Membrane-bound Polysomes (MBPs) from *Arabidopsis* Seedlings. *Bio Protoc* **7**, e2436 (2017).
12. R. Hang, X. Deng, C. Liu, B. Mo, X. Cao, Circular RT-PCR Assay Using *Arabidopsis* Samples. *Bio Protoc* **5**, e1533 (2015).
13. T. Darriere *et al.*, Upon heat stress processing of ribosomal RNA precursors into mature rRNAs is compromised after cleavage at primary P site in *Arabidopsis thaliana*. *RNA Biol* **19**, 719-734 (2022).
14. I. Unfried, U. Stocker, P. Gruendler, Nucleotide sequence of the 18S rRNA gene from *Arabidopsis thaliana* Co10. *Nucleic Acids Res* **17**, 7513 (1989).
15. I. Unfried, P. Gruendler, Nucleotide sequence of the 5.8S and 25S rRNA genes and of the internal transcribed spacers from *Arabidopsis thaliana*. *Nucleic Acids Res* **18**, 4011 (1990).
16. P. Gruendler, I. Unfried, R. Pointner, D. Schweizer, Nucleotide sequence of the 25S-18S ribosomal gene spacer from *Arabidopsis thaliana*. *Nucleic Acids Res* **17**, 6395-6396 (1989).
17. P. Gruendler, I. Unfried, K. Pascher, D. Schweizer, rDNA intergenic region from *Arabidopsis thaliana*. Structural analysis, intraspecific variation and functional implications. *J Mol Biol* **221**, 1209-1222 (1991).
18. P. Y. Hsu *et al.*, Super-resolution ribosome profiling reveals unannotated translation events in *Arabidopsis*. *Proc Natl Acad Sci U S A* **113**, E7126-E7135 (2016).
19. I. V. Kim *et al.*, Efficient depletion of ribosomal RNA for RNA sequencing in planarians. *BMC Genomics* **20**, 909 (2019).
20. M. Martin, Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* **17**, 3 (2011).
21. A. Dobin *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
22. Y. Liao, G. K. Smyth, W. Shi, featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014).
23. L. Calviello *et al.*, Detecting actively translated open reading frames in ribosome profiling data. *Nat Methods* **13**, 165-170 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

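sRNAs were measured in seedlings of 4 genotypes (WT, *hot3-2*, *hot3-3* and *HOT3-EYFP* in *hot3-2*) at 18 days, with 2 libraries per genotype and 8 libraries in all. The paper gives a growth temperature of 22 °C and the sample labels give 23 °C. The other data types of the paper (18S-ENDseq, RNA-seq, Ribo-seq and the blots) were not used here.

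The authors recovered RNA of 18 to 40 nt from a gel, prepared libraries with a NEBNext kit, sequenced them as paired ends on a HiSeq 2500, trimmed adaptors with cutadapt and processed the reads with their pipeline pRNASeqTools. The deposited counts are numbers of reads, without normalization, in 100-bp windows of the genome for each length from 18 nt to 26 nt. The authors describe ShortStack with 1 mismatch for the alignment to an rDNA reference, whereas the alignment to the genome behind the window counts is not described separately. The counts carry no strand. The number of windows matched the lengths of the nuclear chromosomes and the chloroplast in the TAIR10.1 assembly used here, and for the mitochondrion the counts hold 3670 windows against 3679 expected. The position of a window was checked at a miRNA whose leftmost base lies at 16072500 on chromosome 3, where 163 reads of 21 nt fell in the window that starts at that base and 5 in the window before it.

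Total counts ranged from 6793502 to 8210328 (median 7341130.5). These are sums over 18 nt to 26 nt, and the text of the study gives no library totals. For rDNA the log2 fold changes had standard errors from edgeR of 0.008 to 0.082 in the regions reported at 21 nt. In simulated data made from the means and library sizes of the real windows, with 200 windows changed, the comparison of 4 libraries with 4 recovered 43.0% of the changed windows at 21 nt, 46.0% at 22 nt and 45.5% at 24 nt. The comparison of 2 libraries with 2 recovered 8.5%, 24.0% and 10.5%. No simulation gave more than 2 false calls. All simulated changes were past the 2-fold limit. The simulated spread was that within genotypes, with no difference between the 2 genotypes of a group of 4. The results for 4 against 4 may therefore be too favourable for the real groups. Low counts limited the calls, since among windows with a mean of at least 20 counts the comparison of 4 with 4 recovered 70.7%, 81.1% and 82.5%.

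Counts were summed over both rDNA copies, with each window assigned to the region that holds its center, except that the window with the last base of 18S was the boundary in each copy. The 3′ region of 18S was set by the primers of the 601-bp probe fragment and includes the boundary window of chromosome 3. A probe was given the windows in which it starts. Regions, the windows of the probes and all other windows were fitted together by edgeR's quasi-likelihood test, length by length, with genotype as the only factor, for *hot3-2*, *hot3-3* and *HOT3-EYFP* against WT and *HOT3-EYFP* against *hot3-2*. For rDNA the library size was the total count, and a call needed a fold change of at least 2 and P under 0.01. For windows and loci, TMM normalization was used on features with at least 10 counts in at least 2 libraries, and a call needed a fold change of at least 2 and a Benjamini-Hochberg adjusted P under 0.01. Levels, shares and length distributions were compared between the 4 libraries of the *hot3* alleles and the 4 libraries with functional HOT3 by two-sided exact permutation of the libraries, with 0.5 added to counts before logarithms of levels. The permutation treated libraries of the same genotype as independent, so its *p* does not measure the spread between genotypes. Principal components were computed from log2(CPM + 1) without scaling of windows. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Biopython 1.88 and matplotlib 3.10.9.

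The text names every region of the rDNA unit that was summed, from the 5′ ETS to the 300 bp after 25S, the windows of the northern probes, *HOT3*, the 6 *TAS* genes, *MIR390a* and *MIR390b*. Outside rDNA it names windows called between the alleles and plants with functional HOT3 that moved the same way in both alleles and had all 4 mutant libraries beyond the other 4: the 5 largest rises and 5 largest falls at each of 21 nt, 22 nt and 24 nt. Other loci named in the closing section were chosen after their values were seen, and the text says so there. *TAS4* has no symbol in the annotation used and was named by its listed synonym.

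The alternatives tried were TMM normalization, DESeq2's size factors and a library size without rDNA, chloroplast and mitochondrion for rDNA, and all counts or DESeq2's size factors as library size for windows and loci. Further alternatives were DESeq2's Wald test, fits of only the 2 genotypes compared, replicate number as a block, other filters and limits of a call, only the rDNA copy with the most counts, only windows wholly inside a region, other length classes, and leaving out each library in turn. The simulations for comparisons that share the WT libraries drew unchanged groups 10 times. Antisense and sense sRNAs were not separated, and the nontranscribed spacer and the sequence beyond the 300 bp after 25S were not analysed here.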

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

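All tests of explanations below were chosen only after the results were seen. The results concern sRNAs that the paper does not report on, outside the rDNA regions and lengths it discusses or from loci it does not discuss. A search for single libraries far from the other 3 of a group of 4 was made in 38 groups, in which chance gives about 1.9, and it found none.

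Over all windows, 465 of 4808 windows were called at 21 nt between the *hot3* alleles and plants with functional HOT3 (223 up, 242 down, edgeR with Benjamini-Hochberg adjustment), 462 of 8499 at 22 nt (178 up, 284 down) and 386 of 26598 at 24 nt (203 up, 183 down). The balance of rises and falls depends on the windows used, on scaling, on the limits of a call and on single libraries. With nuclear windows outside rDNA alone it was 164 up and 112 down at 21 nt. At 22 nt it was then 140 and 101, and at 24 nt 166 and 82. With a mean of at least 20 counts it was 228 and 108, 165 and 172, and 239 and 150. At 21 nt rises outnumbered falls when any library of *hot3-2*, *hot3-3* or *HOT3-EYFP* was left out (184 against 155 without *hot3-2* replicate 1). At 24 nt falls outnumbered rises without WT replicate 1 (141 up, 174 down) or 2 (141 up, 180 down). At 22 nt falls outnumbered rises whichever library was left out. Of the 35 splits of the 8 libraries into groups of 4, 1 split gave as many calls at 21 nt, 1 at 22 nt and 1 at 24 nt, the real one in each case, and the next split gave 1, 1 and 8 calls. Against WT, 340 windows were called in *hot3-2* and 278 in *hot3-3* at 21 nt, 361 and 250 at 22 nt, and 342 and 293 at 24 nt. The alleles shared 241, 201 and 206 of these, all moved the same way. Because the alleles share the WT libraries, all 8 libraries, WT included, were simulated without a change from a common mean with the spread within genotypes. A peculiarity of the real WT libraries is therefore absent from these simulations. The correlation of log2 fold changes was 0.784, 0.771 and 0.706 over all tested windows, against 0.508, 0.529 and 0.502 in the simulations, and no simulation had more than 1 window called in both. In *HOT3-EYFP* 37, 56 and 128 windows were called against WT.

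Reads placed differently among repeated sequences are 1 technical explanation. Among nuclear windows outside rDNA whose 21-mers are all unique in the genome, 8.62% (81 of 940) were called at 21 nt, against 7.41% (232 of 3129) of windows with repeated 21-mers, which argues against placement as the cause for the unique windows. For the 232 called windows with repeated sequence, a change in level and a change in placement cannot be told apart, because families of copies were not summed. Library scaling, the choice of windows and the limits of a call move the balance of rises and falls and are treated in the next part. A difference in tissue proportions or development between the mutants and plants with functional HOT3 was not tested and stays open, so the changed windows may reflect an indirect effect of the mutations.

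*MIR845a* (AT4G23387, chromosome 4 from 12217406 to 12217568), whose window is among the 5 with the largest rises at 21 nt, was 6.54 higher on the log2 scale in the *hot3* alleles. It had 253 and 228 21-nt counts in the WT libraries, 24712 and 29299 in *hot3-2*, 21536 and 23254 in *hot3-3* and 369 and 208 in *HOT3-EYFP*. The unique share of 21-mers in its window was 100.0%, which argues against reads placed from elsewhere. A variant carried along with the *hot3-2* insertion would stay in the complementation line, but the log2 fold change of *HOT3-EYFP* against *hot3-2* was -6.15. A biological effect of loss of HOT3 on this locus is therefore a hypothesis, and its route was not tested.

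At the 18S-ITS1 boundary the 20-nt sRNAs, which the paper does not discuss, rose by 2.15 on the log2 scale, more than those of 21 nt by 0.99. The value of 2.15 is the change of the sum over both copies. The boundary window of chromosome 3 reaches further into 18S than that of chromosome 2. The sum alone thus does not exclude reads moved between the copies. The chromosome 2 window that holds the extra part of 18S is among the windows of P1692. Their 20-nt level was 607 CPM in WT, 600 in *hot3-2* and 585 in *hot3-3*, while the boundary held 194, 991 and 956. These values argue against moved reads as the whole cause. The rise at 20 nt argues against products of 21 nt and 22 nt alone as the whole signal of the boundary. Fragments of 18S precursors that end near the boundary may contribute, which the unstranded counts did not test.

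A pair of windows in the chloroplast inverted repeat, starting at 97100 and 141400, held 17.5% to 35.0% of all 22-nt counts of a library. Their sum was 1.05 higher on the log2 scale in the *hot3* alleles, so reads moved between the copies of the repeat do not account for it. Without the pair, the 22-nt share of the libraries differed by -0.202 percentage points (exact permutation test, *p* = 0.429) in place of 2.07, so the pair took most of the difference in the share over all windows. In nuclear windows outside rDNA, which do not hold the pair, the 22-nt share was still 1.33 points higher in the *hot3* alleles (exact permutation test, *p* = 0.0286), and the cause of that rise was not tested. Whether the rise is a change in a chloroplast fragment or in the amount of chloroplast RNA at this length was not tested.

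At *HOT3*, sRNAs of all lengths were 21.5-fold higher in *HOT3-EYFP* than in the other libraries, in CPM (2.50 to 4.00 in the other 6 libraries, 66.1 ± 1.3 in *HOT3-EYFP*, SD, n = 2). Sequencing depth does not account for a difference in CPM of this size. Fragments of all lengths would give the length profile of other protein-coding genes, but 21-nt sRNAs made up 53.0% at *HOT3* against 15.1% at other protein-coding genes. The sRNAs may come from the transgene, as a hypothesis, since the line carries *HOT3-EYFP* and the other genotypes do not. The counts do not separate transgene from endogenous sequence.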

How the results depend on the processing

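Every alternative was chosen before the data were examined, apart from the library totals implied by Fig. S6B and the 3′ region of 18S less the boundary window, which were added after seeing the data. Over all alternatives, 180 results were compared 2153 times with the value reported. Values are log2 fold changes of 21-nt sRNAs against WT unless another length, comparison or measure is named. A call on a region is a fold change of at least 2 with P under 0.01. Where no construction of the alternative shows the cause of a change, the cause was not tested.

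With TMM normalization in place of total counts, rDNA changes in *HOT3-EYFP* against *hot3-2* moved up. In the 3′ region of 18S the 21-nt value became 0.13, with the sign reversed, and the 22-nt value 1.16, now past the limit. For 18S at 22 nt it became 1.45 and for 25S at 21 nt 1.24, both past the limit. Calls were lost at the 18S-ITS1 boundary (-0.48) and in the 5′ ETS (-0.95 at 21 nt and -0.87 at 22 nt). Against WT, calls at 22 nt in *hot3-2* were lost at the boundary (0.65) and in the 5′ ETS (0.73). The sign reversed at P1474 in *hot3-2* (-0.025) in the 5′ ETS of *HOT3-EYFP* (0.11) and in the 300 bp after 25S in *hot3-3* (-0.017). The cause was not tested.

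With DESeq2's size factors the same comparisons changed. In *HOT3-EYFP* against *hot3-2*, the 3′ region of 18S was 0.17 at 21 nt and 1.16 at 22 nt, 18S at 22 nt was 1.45, 25S was 1.27, the boundary was -0.45, and the 5′ ETS was -0.91 at 21 nt and -0.87 at 22 nt. Against WT, the boundary in *hot3-2* was 0.97 at 21 nt and 0.68 at 22 nt, and its 5′ ETS was 0.76 at 22 nt, all under the limit. The 5′ ETS of *HOT3-EYFP* was 0.10, P1474 in *hot3-2* was -0.072 and the 300 bp after 25S in *hot3-3* was -0.025, all reversed. The median of miRNA loci in *hot3-2* was 0.00. The cause was not tested.

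With a library size without rDNA, chloroplast and mitochondrion, *HOT3-EYFP* against *hot3-2* was 0.22 at 21 nt and 1.12 at 22 nt in the 3′ region of 18S, 1.41 for 18S at 22 nt, 1.33 for 25S, -0.39 at the boundary, and -0.85 at 21 nt and -0.91 at 22 nt in the 5′ ETS. Against WT, calls were lost at the boundary in *hot3-2* (0.96 at 21 nt and 0.73 at 22 nt) and in the 5′ ETS (0.93 in *hot3-3* and, at 22 nt, 0.81 in *hot3-2*). Signs reversed at P1474 (-0.078 in *hot3-2* and -0.018 in *hot3-3*), at P3333 in *hot3-3* (-0.050), at the 3′ end of 25S in *hot3-3* (-0.062), in the 300 bp after 25S in *hot3-3* (-0.096) and in the 5′ ETS of *HOT3-EYFP* (0.15). The 21-nt level of the 3′ region of 18S, alleles against plants with functional HOT3, fell to 0.091 (exact permutation test, *p* = 0.543). Because rDNA takes a lower share of the counts in *hot3-2* than in the other genotypes, leaving it out of the library size lowers every rDNA fold change in *hot3-2*.

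The library totals implied by Fig. S6B rest on bars read by eye and on the unchecked assumption that they are shares of all mapped reads. With library totals implied by Fig. S6B, chosen after seeing the data, signs reversed in *hot3-2* at the 3′ end of 25S (0.16), P3333 (0.19), the 300 bp after 25S (0.066) and ITS1 (0.11), and in the level of the 3′ end of 25S between the alleles and plants with functional HOT3 (0.092). At 22 nt the boundary became -1.11 in *HOT3-EYFP* against *hot3-2* and 1.01 in *hot3-3*, both past the limit. Changes no longer past the limit were 25S at 22 nt in *HOT3-EYFP* against *hot3-2* (0.84), ITS2 in *hot3-2* (-0.90) and the level of 25S at 22 nt between the groups (-0.42, exact permutation test, *p* = 0.0857). The cause was not tested.

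With only the rDNA copy with the most counts, calls were lost in the 5′ ETS (0.94 in *hot3-2*, 0.81 in *hot3-3* and, at 22 nt, 0.86 in *hot3-2*) and gained in 5.8S (-1.28 and -1.10). Signs reversed in ITS2 (0.86 and 1.29), at P1474 in *hot3-3* (-0.022) and in the 300 bp after 25S in *hot3-2* (0.80, and 0.13 at 22 nt). The windows of P1658 and P1692 were past the limit in *hot3-2* (1.04). With only windows wholly inside a region, signs reversed at the 3′ end of 25S in *hot3-2* (0.30), in ITS1 (2.02 and 1.59), in ITS2 (1.22 and 0.69) and in the 300 bp after 25S in *hot3-2* (1.03, and 0.064 at 22 nt). A window that spans a boundary of ITS1, of ITS2 or of the end of 25S holds counts of the neighboring rRNA, which these alternatives leave out. The 3′ region of 18S less the boundary window of chromosome 3 changed no call and no sign. In the order *hot3-2*, *hot3-3*, *HOT3-EYFP* and *HOT3-EYFP* against *hot3-2*, it gave 0.56, 0.48, 0.17 and -0.39 at 21 nt and -0.38, -0.25, 0.17 and 0.55 at 22 nt. Between the groups it gave levels of 0.44 and -0.40 and a share of 21 nt and 22 nt that differed by 9.24 points.

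With an adjusted P under 0.05 and no fold limit, values stay as they are and more regions are called. These were the 3′ region of 18S at 21 nt (0.59 in *hot3-2*, 0.52 in *hot3-3*, 0.17 in *HOT3-EYFP* and -0.43 in *HOT3-EYFP* against *hot3-2*) and at 22 nt (-0.30, -0.18, 0.17 and 0.47). For 18S they were -0.24, -0.18, 0.10 and 0.34 at 21 nt and -0.63, -0.47, 0.13 and 0.76 at 22 nt, in the same order. For 25S they were -0.44, -0.14, 0.24 and 0.68 at 21 nt and, against WT, -0.62, -0.078 and 0.49 at 22 nt. At 22 nt they were also the boundary in *hot3-3* (0.94) and in *HOT3-EYFP* against *hot3-2* (-0.84), and the 5′ ETS in *hot3-3* (0.74) and *HOT3-EYFP* (-0.48). At 21 nt they were also 5.8S (-0.66 and -0.60) and ITS1 (-0.10 and -0.28) in the alleles.

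For shares within regions, 22 nt alone in place of 21 nt and 22 nt gave the opposite sign in the 3′ region of 18S (-0.187 percentage points), its 5′ part (-0.0713), 18S (-0.0493), the boundary (-0.840), the 3′ end of 25S (-0.533) and P1692 (-0.417). With 21 nt alone, the boundary differed by 0.844 points, now with the smallest *p* that the exact permutation test can give, and 25S by -0.453 points. With 20 nt to 24 nt as denominator the boundary differed by -7.04 points. For the length distribution, nuclear windows outside rDNA reversed the 20-nt difference (1.13 points) and the 24-nt difference (-3.89 points). The cause was not tested.

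For the similarity of libraries, a pseudocount of 0.1 gave a mean correlation of 0.800 within and 0.747 between genotypes, with 31.2% and 16.3% of the variance in the first and second components. With 21-nt windows only the values were 0.885, 0.816, 40.1% and 15.0%, and with 24-nt windows only they were 0.818, 0.761, 28.1% and 17.4%. Low counts add sampling noise to single length classes, and how much of the change it explains was not tested.

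Counts of windows moved most with the limits of a call. With an adjusted P under 0.05 and no fold limit, they were 692 in *hot3-2*, 607 in *hot3-3*, 221 in *HOT3-EYFP* and 897 between the groups of 4 at 21 nt. In the same order they were 702, 582, 248 and 1018 at 22 nt, and 1034, 941, 428 and 1570 at 24 nt. With a fold change of at least 2 and an unadjusted P under 0.01 they were 569, 517, 160 and 737 at 21 nt, 756, 642, 272 and 955 at 22 nt, and 1429, 1400, 709 and 1659 at 24 nt. The reported counts were 340, 278, 37 and 465 at 21 nt, 361, 250, 56 and 462 at 22 nt, and 342, 293, 128 and 386 at 24 nt. Looser limits call more windows by construction.

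With no filter, counts in *HOT3-EYFP* were 102, 93 and 358 at 21 nt, 22 nt and 24 nt, and at 24 nt 670 windows were called in *hot3-2*, 668 in *hot3-3* and 865 between the groups. With a mean of at least 20 counts, 36 windows were called at 22 nt in *HOT3-EYFP*. With only the compared genotypes in the fit, 23 were called at 21 nt in *HOT3-EYFP*. DESeq2's Wald test called 837 windows at 24 nt between the groups. The cause was not tested. Nuclear windows outside rDNA alone gave fewer calls: 194 in *hot3-2*, 17 in *HOT3-EYFP* and 276 between the groups at 21 nt, 188, 33 and 241 at 22 nt, with 159 in *hot3-3*, and 248 between the groups at 24 nt. Calls in rDNA, chloroplast and mitochondrion are left out by construction. At 21 nt the reported fit called 81 nuclear windows with unique and 232 with repeated 21-mers, in sum still above 276, and the cause of that part was not tested.

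Scaling moved the balance of rises and falls. With all counts as library size in place of TMM normalization, the median log2 change of all tested windows between the groups of 4 shifted by 0.27 at 21 nt, 0.35 at 22 nt and 0.15 at 24 nt, and rises against falls were 298 against 115 at 21 nt, 337 against 117 at 22 nt and 239 against 95 at 24 nt. The reported values were 223 against 242, 178 against 284 and 203 against 183. At 21 nt the shift was 0.20 in *hot3-2* against WT, -0.29 in *HOT3-EYFP* against WT and -0.50 in *HOT3-EYFP* against *hot3-2*. Rises against falls in *hot3-2* were then 218 against 106 at 21 nt and 227 against 112 at 22 nt, where the reported ones were 178 against 162 and 141 against 220. In *hot3-3* they were 171 against 215 at 24 nt, where the reported ones were 203 against 90. In *HOT3-EYFP* they were 6 against 34 at 21 nt, 13 against 35 at 22 nt and 36 against 123 at 24 nt, where the reported ones were 16 against 21, 35 against 21 and 78 against 50.

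The windows used moved this balance as well. With nuclear windows outside rDNA alone, rises against falls between the groups of 4 were 164 against 112 at 21 nt, 140 against 101 at 22 nt and 166 against 82 at 24 nt. In *hot3-2* they were 124 against 70, 110 against 78 and 163 against 66, in *hot3-3* 134 against 52 at 21 nt and 115 against 44 at 22 nt, and in *HOT3-EYFP* 5 against 12 at 21 nt. With a mean of at least 20 counts they were 228 against 108, 165 against 172 and 239 against 150 between the groups, 193 against 113, 147 against 149 and 249 against 117 in *hot3-2*, and 8 against 32 in *HOT3-EYFP* at 21 nt. TMM normalization was recomputed on the windows used in each case, and the cause was not tested. The limits of a call and the filter moved the balance too. With an adjusted P under 0.05 and no fold limit it was 151 against 70 in *HOT3-EYFP* at 21 nt. In *hot3-3* at 24 nt it was then 478 against 463. Between the groups it was 410 against 487 at 21 nt, 409 against 609 at 22 nt and 704 against 866 at 24 nt. With no filter it was 224 against 252, 189 against 275 and 375 against 490 between the groups.

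For loci, all counts as library size gave medians over miRNA loci of 0.25 in *hot3-2*, 0.078 in *hot3-3* and -0.49 in *HOT3-EYFP*, with 37 rises and 17 falls in *hot3-2* (30 and 26 as reported) and 0 and 22 in *HOT3-EYFP* (1 and 11 as reported). Protein-coding genes then had 20 rises and 17 falls in *hot3-2*, 11 and 14 in *hot3-3* and 1 and 4 in *HOT3-EYFP*, where the reported ones were 9 and 44, 9 and 21, and 2 and 3. It reversed *TAS1A* in *hot3-3* (0.0082), *TAS3* in *hot3-2* (0.19) and *MIR158a* in *HOT3-EYFP* (-0.21), and it called *MIR390b* (-1.08) and *TAS1A* (-1.04) in *HOT3-EYFP*, *TAS1A* being the 1 *TAS* locus called there. With 20-nt to 22-nt counts, the medians of miRNA loci were -0.043, -0.055 and -0.12 in *hot3-2*, *hot3-3* and *HOT3-EYFP*, *TAS1B* in *hot3-2* reversed (-0.028), and *TAS2* in *hot3-2* fell under the limit (0.92), which left 1 *TAS* locus called there. With no filter the medians were 0.00, 0.00 and -0.16, and 8 protein-coding genes were called in *HOT3-EYFP*. With only the compared genotypes the median in *hot3-2* was 0.075. The cause was not tested.

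The replicate numbers did not pair the libraries: the correlation of deviations from the genotype means between libraries of the same number lay between -0.011 and 0.023. With the replicate number as a replicate block, the median of miRNA loci in *hot3-2* was 0.031. The windows at 7677900 of chromosome 2 at 22 nt, and at 7242100 of chromosome 2, 13657000 of chromosome 4, 23129400 of chromosome 5 and *AT4G24670* at 24 nt, named among the other observations, were not called with the block. Among the rDNA regions and the *TAS* and *MIR* genes named in the text it changed no call and no sign. Counts of calls fell, to 401, 413 and 295 windows between the groups at 21 nt, 22 nt and 24 nt, to 51 miRNA loci in *hot3-2* and 43 in *hot3-3* (56 and 47 as reported), and to 21 protein-coding genes in *hot3-3* (30 as reported).

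Leaving out each library in turn gave ranges. Against WT at 21 nt, with 4 fits per comparison, the 5′ ETS lay from 1.21 to 1.35 in *hot3-2*, from 0.99 to 1.13 in *hot3-3* and from -0.29 to -0.15 in *HOT3-EYFP*. The value of 0.99 in *hot3-3* came without WT replicate 1. For 18S the ranges were -0.25 to -0.22, -0.20 to -0.17 and 0.092 to 0.12, and for 25S they were -0.45 to -0.44, -0.14 to -0.13 and 0.24 to 0.24. The boundary in *hot3-2* ranged from 1.22 to 1.26, the 3′ region of 18S in *hot3-2* from 0.57 to 0.62, and ITS1 in *hot3-2* from -0.13 to -0.077. In the alleles, 5.8S ranged from -0.70 to -0.61 and from -0.64 to -0.55, and ITS2 from -1.14 to -1.08 and from -1.18 to -1.13. In *HOT3-EYFP* against *hot3-2*, the boundary ranged from -1.06 to -1.02 and the 3′ region of 18S from -0.45 to -0.40.

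At 22 nt and leaving out each library in turn, 18S ranged from -0.64 to -0.62 in *hot3-2*, from -0.48 to -0.46 in *hot3-3* and from 0.12 to 0.14 in *HOT3-EYFP*. The 3′ region of 18S ranged from -0.32 to -0.28 in *hot3-2* and from 0.45 to 0.49 in *HOT3-EYFP* against *hot3-2*. The boundary ranged from 0.96 to 1.05 in *hot3-2*, with the value of 0.96, under the limit, without WT replicate 2, and from 0.89 to 0.98 in *hot3-3*. The 5′ ETS ranged from 1.03 to 1.14 in *hot3-2*, from -0.65 to -0.32 in *HOT3-EYFP* and from -1.74 to -1.41 in *HOT3-EYFP* against *hot3-2*. The 300 bp after 25S ranged from -0.83 to -0.44 in *hot3-2* and from -1.00 to -0.61 in *hot3-3*. At 21 nt they ranged from -0.19 to -0.098 in *hot3-2* and from -0.021 to 0.070 in *hot3-3*, where the value was -0.021 without WT replicate 2.

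For levels between the groups of 4, the 8 fits that each left out a library ranged from 1.23 to 1.34 at 21 nt and from 1.02 to 1.25 at 22 nt in the 5′ ETS, from -0.28 to -0.24 and from -0.64 to -0.59 in 18S, and from -0.46 to -0.36 and from -0.69 to -0.49 in 25S. They ranged from 0.45 to 0.51 and from -0.35 to -0.29 in the 3′ region of 18S, and from 1.12 to 1.20 at 21 nt at the boundary. Shares of 21 nt and 22 nt differed by 2.66 to 3.23 points in 18S, by -0.345 to 0.440 at the boundary, by -2.91 to -2.52 in 25S and by 7.37 to 8.36 in the 3′ region of 18S. Shares of the library differed by 0.193 to 0.759 points at 21 nt, by 1.91 to 2.25 at 22 nt and by -0.203 to 0.917 at 24 nt. The 24-nt difference was -0.177 and -0.203 points without *HOT3-EYFP* replicates 1 and 2.

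The number of 24-nt windows called between the groups ranged from 185 to 321 in the 8 fits, against 386 with all libraries. It was 192 and 185 without *hot3-2* replicates 1 and 2, and 220 and 229 without *hot3-3* replicates 1 and 2. Fewer libraries lower the number of calls that a test can make, and whether more than that lowered these counts was not tested. The median of miRNA loci ranged from 0.00 to 0.12 in *hot3-2*, from -0.095 to -0.0094 in *hot3-3* and from -0.23 to -0.15 in *HOT3-EYFP*. *TAS4* ranged from 2.78 to 3.03, from 3.26 to 3.51 and from 0.49 to 0.76 in the same order. In *HOT3-EYFP*, *TAS1C* ranged from -0.70 to -0.62, *TAS3* from -0.51 to -0.39 and *MIR390b* from -1.06 to -0.55, and *TAS2* in *hot3-2* ranged from 1.07 to 1.12. The value of -1.06, past the 2-fold limit, came without *HOT3-EYFP* replicate 2, and *TAS3* in *hot3-2* became 0.0076 without *hot3-2* replicate 2.

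Among results not given here one by one, 161 comparisons of 34 results changed: 65 values moved by more than the spread between replicates, 15 comparisons became stronger and 81 weaker, all in the direction first reported. For the named windows outside rDNA, 79 comparisons of 14 windows were weaker. The number of libraries and low counts both limited the calls of windows. At 21 nt, 22 nt and 24 nt, simulated changes recovered with 2 libraries per group were 8.5%, 24.0% and 10.5%, against 43.0%, 46.0% and 45.5% with 4 per group, and among windows with a mean of at least 20 counts 21.6%, 55.7% and 21.7%, against 70.7%, 81.1% and 82.5%. The simulated groups of 4 held no difference between their genotypes, so their recovery may be too favourable.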

Differences from the paper's values

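No test of a cause was made for these differences, and the alternatives named below were those set before the data were examined unless said otherwise. The first principal component over 100-bp windows held 35.5% of the variance, against the paper's about 56% in Fig. S6A, read by eye. With 21-nt windows alone it held 40.1%, within the limit used for a difference, whereas with a pseudocount of 0.1 it held 31.2% and with 24-nt windows alone 28.1%. The second component held 16.6%, against the paper's about 11% in Fig. S6A, read by eye. With a pseudocount of 0.1 it held 16.3% and with 21-nt windows alone 15.0%, both within the limit, but with 24-nt windows alone it held 17.4%. No alternative reached the paper's values themselves.

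The paper states that antisense 21-nt and 22-nt sRNAs of 18S and 25S were higher in both *hot3* alleles. With the strands summed, the log2 fold changes over 18S were -0.24 in *hot3-2* and -0.18 in *hot3-3* at 21 nt, and -0.63 and -0.47 at 22 nt. Over 25S they were -0.44 and -0.14 at 21 nt and -0.62 and -0.078 at 22 nt. The sums and the antisense strand are different measures, so these values do not bear on the antisense strand alone. No setting that was run gave a rise over the whole of 18S or 25S in either allele against WT.

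The paper shows antisense 22-nt as well as 21-nt sRNAs of 18S as higher, whereas the 22-nt level in the 3′ region of 18S was lower in both alleles, by a log2 fold change of -0.30 in *hot3-2* and -0.18 in *hot3-3*, with the strands summed.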

Other observations

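All tests of explanations in this part were chosen only after the results were seen.

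The 21-nt sRNAs in the 3′ region of 18S were tested against library scaling and breakdown fragments. Scaling moves all of 18S alike, but the 3′ region and the 5′ part moved apart by 1.09 on the log2 scale in the *hot3* alleles (exact permutation test, *p* = 0.0286). This shows unequal change of the parts, not a rise of the 3′ region. Against WT, the 3′ region itself was above 0 under each of 5 library scalings in both alleles, from 0.32 to 0.80. Against all 4 libraries with functional HOT3, its level was 0.48 higher in the alleles with total counts as library size, but 0.091 higher with the counts outside rDNA, chloroplast and mitochondrion (exact permutation test, *p* = 0.543). Library scaling is therefore a candidate explanation for that rise and stays open. Breakdown fragments would move other lengths too, but the 21-nt change was 0.97 above the mean of the 8 other lengths (exact permutation test, *p* = 0.0286) and 0.53 above that of 20 nt, the length that came nearest (exact permutation test, *p* = 0.0286). The 3′ region includes the boundary window of chromosome 3. Less that window, an alternative chosen after seeing the data, 21 nt was 1.04 above the mean of the 8 other lengths, 0.84 above 20 nt and 0.72 above 19 nt, then the nearest (exact permutation test, *p* = 0.0286 for each), and the 3′ region and the 5′ part differed by 1.05. The strand, which the counts do not give, stays open, as do differences in tissue proportions or development, which were not tested.

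The 21-nt rise in the 5′ ETS was above 0 under each of 5 library scalings in both alleles, from 0.93 to 1.49, which argues against scaling as its cause. Products of 21 nt and 22 nt alone are excluded as the whole signal, since 18-nt sRNAs in windows wholly inside the 5′ ETS rose by 1.55. From 19 nt to 26 nt the rises there were 1.44, 1.40, 1.43, 1.09, 0.70, 0.35 (exact permutation test at 24 nt, *p* = 0.143), 1.23 and 1.38. Fragments of all lengths that rise alike are argued against, since 21 nt was 0.29 above the mean of the 8 other lengths (exact permutation test, *p* = 0.0286). The 21-nt rise differed from the 18-nt rise by -0.12 (exact permutation test, *p* = 0.314), so fragments that rise at some other lengths as much as at 21 nt are a candidate explanation that stays open. Over all 37 windows of the 5′ ETS, those at its edges included, the change was -0.022 at 18 nt (exact permutation test, *p* = 0.771) and 1.28 at 21 nt, and the share of 21-nt and 22-nt sRNAs was 6.70 percentage points higher in the alleles (exact permutation test, *p* = 0.0286).

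In the windows wholly inside ITS1 the 21-nt rise was 2.31, which was 1.18 above the mean of the 8 other lengths (exact permutation test, *p* = 0.0286) and argues against fragments of all lengths that rise alike. The 26-nt rise was 2.25, only 0.059 below the 21-nt rise (exact permutation test, *p* = 0.914), on 11 to 14 counts in the libraries of the alleles and 0 to 9 in the others. At 19 nt, 20 nt and 22 nt the rises were 1.52, 1.61 and 1.53. An excess of 21 nt over every other length and fragments that rise as much at another length cannot be told apart here, because the counts at 26 nt are too few.

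The windows of the *AT1G07580* tRNA gene held 0 counts of any length in the libraries of WT and *HOT3-EYFP*, but 1699 and 2060 in *hot3-2* and 2625 and 785 in *hot3-3*. Reads placed differently among repeated sequences are a candidate explanation. The sum over the 12 identical copies of this tRNA gene differed by 0.082 on the log2 scale (exact permutation test, *p* = 0.714).

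The 20-nt share of nuclear sRNAs outside rDNA was 1.13 percentage points higher in the *hot3* alleles (exact permutation test, *p* = 0.0286). Without *MIR158a*, a locus chosen after its values were seen, the difference was -0.0196 points (exact permutation test, *p* = 0.886), so a few features likely account for it. The 19-nt share was 1.83 points higher and without *MIR158a* still 0.620 points higher, so this locus alone does not account for the 19-nt difference. *MIR158a* had 6063 CPM of 20-nt sRNAs in WT, 15251 in *hot3-2*, 12799 in *hot3-3* and 5582 in *HOT3-EYFP*.

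*TAS2* and *TAS1C* moved apart by 1.56 on the log2 scale between the *hot3* alleles and plants with functional HOT3 (exact permutation test, *p* = 0.0286), which library scaling cannot produce. A biological explanation was not tested.

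The windows outside rDNA with the largest rises and falls, by the rule in the summary of processing, are given by the locus they overlap or by chromosome and start in TAIR10. At 21 nt, windows with 3 or fewer counts in every library with functional HOT3 were at least 46.5-fold higher in the alleles at *AT1G07580*, 8.28-fold at *AT5G41765*, 3.450-fold at *AT1G59980* and 9.11-fold at 27636300 of chromosome 1. The window of *MIR845a* was 6.24 higher on the log2 scale. The largest falls at 21 nt were -3.59 at 13779200 of chromosome 3 and -3.36 and -2.99 in windows of *AT5G38850*. Another window of *AT5G38850* was at least 3.68-fold lower and a window of *AT4G10340* at least 3.30-fold lower.

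At 22 nt the rises were at least 31.1-fold at *AT1G07580*, 7.39-fold at 27635600 of chromosome 1, 3.88-fold at 18777900 of chromosome 5 and 3.00-fold at 7677900 of chromosome 2, and 6.42 on the log2 scale at *MIR845b* (AT4G23375). The falls were at least 5.91-fold at *AT5G38850*, 7.04-fold at 13657100 of chromosome 4, 3.33-fold at *AT1G07017* and 3.74-fold at *AT2G38220*, and -3.56 on the log2 scale at 133200 of the chloroplast genome. At 24 nt the rises were at least 21.4-fold at *AT1G07580*, 19.7-fold at 2800600 of chromosome 1, 11.0-fold at 7677900 of chromosome 2, 12.8-fold at 11165500 of chromosome 1 and 3.94-fold at *AT4G24670*. The falls were at least 3.798-fold at 13657000 of chromosome 4 and at 7242100 of chromosome 2, 4.65-fold at the window shared by *AT1G70040* and *AT1G70050*, 6.13-fold at 13657100 of chromosome 4 and 5.08-fold at 23129400 of chromosome 5. Placement among repeats was not excluded for the windows in which fewer than 0.5 of the 21-mers are unique: those at *AT1G07580* and *AT2G38220*, at 27636300, 27635600 and 2800600 of chromosome 1, at 13779200 of chromosome 3, at 133200 of the chloroplast and at 23129400 of chromosome 5.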
